# Analysis of transcriptome data and quantitative trait loci enables the identification of candidate genes responsible for fiber strength in *Gossypium barbadense*

**DOI:** 10.1093/g3journal/jkac167

**Published:** 2022-07-26

**Authors:** Yajie Duan, Qin Chen, Quanjia Chen, Kai Zheng, Yongsheng Cai, Yilei Long, Jieyin Zhao, Yaping Guo, Fenglei Sun, Yanying Qu

**Keywords:** *Gossypium barbadense*, fiber strength, RNA-seq, weighted gene coexpression network analysis, QTL, MPP, Multiparental Populations, Multiparent Advanced Generation Inter-Cross (MAGIC)

## Abstract

*Gossypium barbadense* possesses a superior fiber quality because of its fiber length and strength. An in-depth analysis of the underlying genetic mechanism could aid in filling the gap in research regarding fiber strength and could provide helpful information for *Gossypium barbadense* breeding. Three quantitative trait loci related to fiber strength were identified from a *Gossypium barbadense* recombinant inbred line (PimaS-7 × 5917) for further analysis. RNA sequencing was performed in the fiber tissues of PimaS-7 × 5917 0–35 days postanthesis. Four specific modules closely related to the secondary wall-thickening stage were obtained using the weighted gene coexpression network analysis. In total, 55 genes were identified as differentially expressed from 4 specific modules. Gene Ontology and the Kyoto Encyclopedia of Genes and Genomes were used for enrichment analysis, and *Gbar_D11G032910*, *Gbar_D08G020540*, *Gbar_D08G013370*, *Gbar_D11G033670*, and *Gbar_D11G029020* were found to regulate fiber strength by playing a role in the composition of structural constituents of cytoskeleton and microtubules during fiber development. Quantitative real-time PCR results confirmed the accuracy of the transcriptome data. This study provides a quick strategy for exploring candidate genes and provides new insights for improving fiber strength in cotton.

## Introduction

*Gossypium* *barbadense*, native to South America, is one of the 4 cultivated *Gossypium* species. *G. barbadense* has the best fiber quality, and its fiber length, fineness, strength, tensile strength, and other characteristics are better than that of other cotton varieties. Due to low self-production and limited areas for the cultivation of *G. barbadense*, the main production areas in China are highly limited, and the yield accounts for only 2% of the total cotton production (Chen *et al.* 2007). Furthermore, these factors limit further study of *G. barbadense* fiber quality traits. Fiber strength (FS) is a quantitative trait controlled by multiple genes (Tu *et al.* 2007; Shi *et al.* 2015). Hence, an in-depth analysis of the genetic mechanisms affecting FS is necessary; this could aid in filling the gap in research regarding FS and could provide helpful information for improvements in *G. barbadense* breeding.

The process of cotton fiber development includes 4 stages: fiber initiation 0–3 days postanthesis (DPA), fiber elongation (3–23 DPA), secondary wall-thickening (20–40 DPA), and fiber maturity (40–50 DPA). Although there is clear demarcation between the stages, each stage has its characteristic features (Basra and Malik 1984; Haigler *et al.* 2012). Different fiber development stages are used to study different fiber quality traits. For example, fiber initiation and elongation usually affect the fiber length, while FS is more influenced by the secondary wall-thickening stage (Lee *et al.* 2007; Chen and Burke 2015; Chen *et al.* 2019; Patel *et al.* 2020). The main components of cotton fiber are cellulose, hemicellulose, and lignin. Cellulose accumulation and structure are important factors affecting FS (Edelmann and Fry 1992; Shang *et al.* 2016). Cellulose content begins to increase 15 DPA (Potikha *et al.* 1999). During the secondary wall-thickening stage in cotton, as cellulose biosynthesis increases rapidly, complex signaling pathways related to FS, such as signal transduction (Gao *et al.* 2019), metabolic pathways (Li *et al.* 2016; Ahmed *et al.* 2020; Zhao, Dong, *et al.* 2020), and microtubule (Pydiura *et al.* 2019; Chen *et al.* 2021), cellulose, and cytoskeleton pathways are initiated (Tuttle *et al.* 2015; Zhang *et al.* 2015; Sugiyama *et al.* 2017). Therefore, analysis of molecular mechanisms underlying the development of FS is mainly focused on the secondary wall-thickening stage.

With the completion of sequencing for genomes of *G*ossypium *raimondii* (Wang *et al.* 2012), *Gossypiumarboreum* (Li *et al.* 2014), *Gossypiumhirsutum* (Hu *et al.* 2019), and *G. barbadense* (Wang *et al.* 2019), more complete reference genomes are available to study the quantitative traits of cotton. Through analysis of quantitative trait loci (QTLs), numerous QTLs and candidate genes associated with fiber quality were discovered, and the number of QTLs related to FS was found to be second only to those related to fiber length (Ali *et al.* 2018; Fan *et al.* 2018; Keerio *et al.* 2018; Tan *et al.* 2018; Zhang *et al.* 2019; Shi *et al.* 2020; Guo *et al.* 2021). Most stable QTLs related to FS were mapped using the recombinant inbred lines of *G. hirsutum* (Gu *et al.* 2020). *qFS-Chr.D02* was fine-mapped using a single segment introgression line (IL-D2-2 × TM-1) of *G. hirsutum* (Feng *et al.* 2020). Thirty-four stable QTLs associated with 5 fiber quality traits were mapped using 279 accessions of *G. barbadense*, and 6 novel QTLs were mapped using 276 accessions of *G. hirsutum* (Liu *et al.* 2020; Su *et al.* 2020). However, the number of effective molecular markers and major genes did not increase significantly. The different populations and environmental factors make it difficult to find stable QTLs. Based on the reference genome, the obtained QTL confidence interval usually covers a large physical location and includes numerous genes. Thus, it is difficult to identify genes associated with fiber quality.

With the continuous advancements in high-throughput sequencing technology, transcriptome sequencing (RNA-seq) and molecular markers developed using this technology have profoundly changed the strategies and approaches of cotton breeding (Wang, Wang, *et al.* 2020). Transcriptome technology effectively uses changes in gene expression to identify the genes closely related to target traits (Qin *et al.* 2019; Shahzad *et al.* 2020). Weighted gene coexpression network analysis (WGCNA), based on transcriptome data that could identify specific modules and genes related to target traits, was performed by dividing genes with similar expression patterns into the same module (Langfelder and Horvath 2008; Zou *et al.* 2019; Ali *et al.* 2020; Cheng *et al.* 2020). This method has been used to study high-quality fiber in upland cotton, soybean seed set and size, seed development in chickpea, and bacterial spot resistance in pepper in the past 5 years (Du *et al.* 2017; Garg *et al.* 2017; Zou *et al.* 2019; Feng *et al.* 2021; Jiang *et al.* 2021; Zhu, Gao, *et al.* 2021). The combined analysis of the transcriptome and QTLs can quickly narrow down the range of genes and accurately select genes during key developmental stages (Khattak *et al.* 2019; Wang, Zheng, *et al.* 2020; Laoue *et al.* 2021; Li *et al.* 2021). Nine genes in rapeseed were identified as candidate genes related to pod number variation (Ye *et al.* 2017). *KR*, *C4H*, and *FatA* were identified as candidates related to capsaicinoid biosynthesis (Park *et al.* 2019). *OsSAP16* was identified as a candidate related to salt tolerance (Lei *et al.* 2020). However, most studies focused on fiber length traits in the fiber initiation and fiber elongation stages, and thus, there is a lack of further research on FS during the secondary wall-thickening stage (Zhu, Stiller, *et al.* 2021).

PimaS-7 × 5917 was a recombinant inbred line population with 143 individuals constructed in 2013 to study FS traits (Fan *et al.* 2018). In the present study, the confidence intervals of 3 QTLs related to FS traits in PimaS-7 × 5917 population were further analyzed and their corresponding physical locations were obtained. Then, differential expression of 2 (from PimaS-7 × 5917) during whole fiber development was analyzed by transcriptome technique. A weighted gene coexpression network was constructed to screen out specific modules related to FS and combine the genes related to FS based on QTLs to screen and confirm the candidate genes. This study provides a more rapid strategy for shortening the acquisition time of target candidate genes and novel insights for studying genetic basis of cotton FS traits.

## Materials and methods

### Plant material

The RIL population PimaS-7 × 5917 developed using American cotton PimaS-7 and Chinese *G. barbadense* cultivar 5917 was first used to study FS and more construction processes in 2018 (Fan *et al.* 2018). From 2016 to 2018, the RIL population was planted in Aksu (Xinjiang Province, 41°17ʹ07.12 N, 80°26ʹ50.68E). Eight *G. barbadense* accessions (4 with high-FS and 4 with low-FS) were also planted. The experiments were conducted using a randomized group test design (double-row plots, length 5 m, width 0.8 m). All plant materials (provided by the Key Laboratory of Agricultural Biotechnology, Xinjiang Agricultural University, Urumqi, China) were considerably different in FS. The quality of fully mature fiber was determined by the Cotton Fiber Quality Supervision and Testing Center of the Chinese Ministry of Agriculture (HVI1000).

Two *G. barbadense* plants from the parent varieties PimaS-7 and 5917 were used for RNA-seq. Eight *G. barbadense* accessions were planted as verification materials. The day of flowering was recorded as 0 DPA at intervals of 5 days. Cotton fiber samples (3 biological replicates) were collected at 0 DPA (ovules), 5, 10, 15, 20, 25, 30, and 35 DPA. All samples were placed on ice packs and quickly separated with sterilized tweezers and transported in liquid nitrogen. Some samples were used for RNA-seq, while others were used for quantitative real-time PCR (qRT-PCR) and stored at −80°C.

### QTL region realignment

According to Fan’s studies, using single nucleotide polymorphism (SNP) markers, 3 QTLs related to FS were identified from the *G. barbadense* RIL population. To further analyze the 3 QTLs, we extracted SNP marker sequences corresponding to these QTLs (Fan *et al.* 2018). The marker sequences were aligned to the *G. barbadense* genome (Wang *et al.* 2019) using BWA software (Li and Durbin 2009); the physical location of the markers was obtained, and the genes in the corresponding chromosome position were extracted for further analysis.

### RNA extraction, library construction, and RNA-seq

An RNA prep pure plant kit (Tiangen, Beijing, China) was used for the total RNA extraction of all samples. RNA integrity was confirmed using 1% agarose gel electrophoresis. The concentration and the quality of RNA were determined using a Colibri Microphotometer (Titertek Berthold, Germany). A total of 48 cDNA libraries were constructed using an Illumina HiSeq2500 platform (Biomarker Technologies, Beijing, China) for the 2 *G. barbadense* parents at 8 developing times with 3 biological replicates. All RNA-seq raw data were deposited in the NCBI database with the accession number: GSE178945, at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178945.

### Data processing and differentially expressed gene analysis

The raw data obtained by RNA-seq were provided in FASTQ format. Quality control of raw reads was performed by removing adapter sequences, low-quality reads, and reads with *N* > 10% (Bolger *et al.* 2014). The *G. barbadense* Pima 3-79 genome was designated as the reference genome, which can be found at http://cotton.hzau.edu.cn/EN/data/download/G.barbadensegenomeHAU\v2.0.tar (Wang *et al.* 2019). Reads were aligned using HISAT2 (Kim *et al.* 2015) and were assembled and quantified by performing a String Tie (Pertea *et al.* 2015). The fragments per kilobase per million (FPKM) parameter refers to the number of reads per thousand bases from the map to exon per million reads. When the gene expression satisfied FPKM >0.5, the genes were identified to be expressed genes (Mortazavi *et al.* 2008). The DESeq2 R package (v.3.6.3) was used to identify differentially expressed genes (DEGs). When gene expression satisfied the false discovery rate (FDR) value ≤0.05 and |Log2-fold change (FC) | ≥ 1, it was considered to be a DEG (Patel *et al.* 2020). All DEGs were annotated using Gene Ontology (GO) functional enrichment analysis. KOBAS software was used for the Kyoto Encyclopaedia of Genes and Genomes pathway enrichment analysis for all DEGs (Altschul *et al.* 1990; Wu *et al.* 2006; Xie *et al.* 2011).

### Construction of coexpression modules using WGCNA

Coexpression modules were constructed using the WGCNA (v.1.51) package in R (v.3.6.3) (Langfelder and Horvath 2008). In the present study, for filtering out the DEGs with low dynamic variation (Lin *et al.* 2020), coexpression modules with a power of 15 and merCutHeight of 0.25 were identified. The membership (*K*_ME_) >0.85 was used as a standard of gene connectivity to select the DEGs related to FS. Next, the obtained DEGs that were strongly correlated in specific modules were compared with other DEGs obtained in the physical location corresponding to the marker of QTLs. GO enrichment analysis was performed on these common genes.

### Confirmation of RNA-Seq results by qRT-PCR

The total RNA was extracted from all fiber samples (PimaS-7, 5917, 4 high-FS, and 4 low-FS materials at 0–35 DPA). Primer Premier v.5 was used to design related gene primers. All primers were synthesized by BGI (Beijing, China). Reverse transcription was performed using a Revert Aid First Strand cDNA Synthesis kit (Thermo Scientific, Waltham, MA, USA). qRT-PCR was performed using a Trans Start Top Green qPCR Super Mix kit (Transgen Biotech, Beijing, China). The cotton UBQ7 served as the reference gene to normalize the relative expression levels through ABI 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA), with 3 biological repeats and 3 technical repeats. The 2^−^^ΔΔCT^ method was used to analyze the relative expression of DEGs (Livak and Schmittgen 2001).

## Results

### Physical location of 3 QTLs related to FS

In Fan’s study, a high-density genetic map was constructed using an *F*_2:6_ RIL population (143 lines generated from PimaS-7 × 5917) (Supplementary Tables 1–3). Based on the scaffold map of *G. barbadense* (Yuan *et al.* 2015), 3 QTLs (*qFS-LG21-1*, *qFS-LG1-1*, and *qFS-LG4-1*) related to FS were identified (Fan *et al.* 2018). To further discover candidate genes related to FS, the confidence intervals of the 3 QTLs were compared in the reorganized *G. barbadense* physical map in this study. *qFS-LG21-1*, with a limit of detection (LOD) of 3.38, explains 8.86% of the phenotypic variations, and the confidence interval located at D03:3270717–3902216 covers a physical interval of 0.6 Mb. *qFS-LG1-1*, with an LOD of 3.92, explains 10.42% phenotypic variations, and the confidence interval located at D08:38457462–63870127 covers a physical interval of 24.24 Mb. *qFS-LG4-1*, with an LOD of 4.84, explains 10.11% phenotypic variations, and the confidence interval located at D11:30147612–6797464 covers a physical interval of 36.07 Mb (Supplementary Table 4). According to the *G. barbadense* reference genome, 2,601 genes from D03, D08, and D11 were related to FS (Supplementary Table 5).

### RNA-seq and quality assessment

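RNA from PimaS-7 and 5917, the parents of the mapping population, was sequenced at 0, 5, 10, 15, 20, 25, 30 and 35 days post anthesis (DPA), with 3 libraries for each material and stage and 48 in all. The 0 DPA samples were ovules and the later ones fibers, so each comparison with 0 DPA also compares tissues. The authors aligned the reads to the Pima 3-79 genome with HISAT2 and deposited, for 69337 genes, the read count and the FPKM (fragments scaled by gene length and library depth) of every library. Of these genes, 29880 lie on A subgenome chromosomes, 31209 on D subgenome chromosomes and 522 on scaffolds, and 7726 are new genes of the assembly. How reads shared by the A and D copies of a gene were assigned is not stated in the paper's text.

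The total count per library in PimaS-7 was 30858105 to 32628101 (median 31925786) at 0 DPA, 31726792 to 40353218 (median 34796088) at 5 DPA, 33849658 to 43390702 (median 39525596) at 10 DPA, 31860469 to 39420211 (median 34518485) at 15 DPA, 31715429 to 32862407 (median 31825726) at 20 DPA, 30160670 to 32663255 (median 30525238) at 25 DPA, 30675630 to 36764131 (median 31084017) at 30 DPA and 31979084 to 35848879 (median 34935578) at 35 DPA. In 5917 it was 31843774 to 36211020 (median 32683341) at 0 DPA, 32830238 to 34478449 (median 32939225) at 5 DPA, 32373389 to 35788848 (median 34405578) at 10 DPA, 32161577 to 34445514 (median 33952509) at 15 DPA, 29654843 to 35819736 (median 34100870) at 20 DPA, 31406722 to 35675736 (median 33172106) at 25 DPA, 28222056 to 34758689 (median 31358822) at 30 DPA and 29524470 to 31551473 (median 30031880) at 35 DPA. The material names used here are those of the deposited labels. With these names, 48181 of 48192 FPKM values of the paper's Table S9 lie within 0.001 of the deposited value.

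Groups were compared on the counts with edgeR's quasi-likelihood test, with each pair of groups fitted on its own 6 libraries after TMM scaling. A gene was called higher or lower at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Levels are given as TMM-normalized CPM (counts scaled to library depth) or as the deposited FPKM, each as mean ± SD of n = 3 libraries. Gene names are matches in other species from the paper's Tables S5 and S11, and 1998 of the genes of Table S5 were held. Named genes thus lie in the intervals on D03, D08 and D11, with positions on the HAU v2.0 build. Gene lists were fixed by name before the data were examined, so they hold named genes of these intervals and not whole families. Counts over them are also given adjusted over the list alone. They were not tested against the share called over all genes. The other splits of 3 libraries against 3 number 9, so a group of 3 that stands wholly apart has a 10% chance.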

To accurately discover genes related to FS, PimaS-7 and 5917 (Fig. 1a) were used as experimental materials for RNA-seq in 8 different fiber development times with 3 biological replications. Forty-eight cDNA libraries were constructed, and 317.57 Gb of clean data was obtained after screening the raw data. The average clean data of each sample reached 5.78 Gb. The percentage of Q30 base was above 92.78%, and the range of GC content was between 44.17% and 46.54% (Supplementary Table 6). The mapping rate between the clean reads of samples and the designated reference genome of *G. barbadense* was 85.56–94.79%. In total, 69,338 genes were considered expressed genes with FPKM > 0.5. 

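With an FPKM above 0.5 in at least 1 of the 48 libraries, 58894 of the 69337 listed genes were expressed. In at least 3 libraries 54406 genes passed, and 45513 had a mean FPKM over all libraries above 0.5. A value above 0 in at least 1 library was seen for 69336 genes. The ovules expressed the most genes, 45974 to 46294 per library in PimaS-7 and 45850 to 46494 in 5917 at 0 DPA. The lowest numbers were 33963 to 36189 genes per library in PimaS-7 at 25 DPA and 31866 to 37994 in 5917 at 30 DPA. In PimaS-7 the number was higher again later, 39614 to 41719 at 30 DPA and 37910 to 41435 at 35 DPA. The 10 most abundant genes took 1.15 to 1.3% of the counts of a PimaS-7 ovule library and 7.1 to 8.77% at 25 DPA. In 5917 their share was 1.18 to 1.98% in ovules and 5.6 to 7.96% at 30 DPA.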

Pearson’s correlation coefficient was used to evaluate the correlation among the 3 biological replicates of each sample in the same fiber development times (Supplementary Fig. 1). 

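Across the 58894 expressed genes, on log2(FPKM + 1), Pearson's r between replicates ranged from 0.9257 to 0.9853 with a median of 0.9741. These are correlations across genes, which are not independent of each other. The tightest groups were 5917 at 15 DPA, with r from 0.9826 to 0.9852, and 5917 at 20 DPA, with r from 0.9815 to 0.9853. The widest was PimaS-7 at 30 DPA, where r ranged from 0.9257 to 0.9682, followed by PimaS-7 at 35 DPA (0.933 to 0.9701) and 5917 at 25 DPA (0.9453 to 0.954). On FPKM without log the median was 0.9632, and r ranged from 0.8085 to 0.9385 in PimaS-7 at 35 DPA and from 0.8094 to 0.9792 among the 5917 ovules. For 44 of the 48 libraries the closest library was a replicate of the same group. The other 4 were 5917 at 25 DPA replicates 1 and 2 and 5917 at 30 DPA replicates 2 and 3, from neighboring stages of the same material. No pair of libraries held identical counts.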

Then, principal component analysis was used to clarify the relationship between the 2 materials in different fiber development times (Fig. 1b). 

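The materials were most alike from 0 to 20 DPA. Pearson's r between the group means of PimaS-7 and 5917 on log2(FPKM + 1), across genes, was 0.9666 at 0 DPA, 0.9607 at 5 DPA, 0.9706 at 10 DPA, 0.9585 at 15 DPA and 0.9668 at 20 DPA. Up to 10 DPA each group mean lay closest to the other material at the same stage, with 0.967 at 0 DPA, 0.961 at 5 DPA and 0.971 at 10 DPA. At 15 DPA the closest group was the same material at 20 DPA, with r of 0.972 in PimaS-7 and 0.992 in 5917. Between single libraries of the materials r was 0.9399 to 0.954 at 0 DPA, below the 0.9618 to 0.9778 found among replicates of the same ovules. On the first principal component, which held 47.3% of the variance, the ovules scored -236.8 ± 0.2 in PimaS-7 and -230.2 ± 5.5 in 5917 (mean ± SD, n = 3), and at 10 DPA the scores were -56.8 ± 9.7 and -8.6 ± 17.6.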

In the early stages of fiber development, the 2 materials aggregate together. However, with fiber development, the degree of polymerization of the 2 gradually decreased in different fiber development times. 

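The correlation between the materials was lower in the last 3 stages. Between group means it was 0.9433 at 25 DPA, 0.9385 at 30 DPA and 0.9154 at 35 DPA. Single libraries of PimaS-7 and 5917 had r of 0.846 to 0.9288 at 35 DPA, while replicates of 1 material at that stage had r of 0.933 to 0.9764. At 25 DPA the ranges met, with 0.8833 to 0.947 between materials and 0.9453 to 0.9726 within them, and at 30 DPA, with 0.8911 to 0.9285 between and 0.9257 to 0.971 within. The closest group to PimaS-7 at 25 DPA was 5917 at 30 DPA (0.949). The closest to PimaS-7 at 30 DPA were PimaS-7 and 5917 at 35 DPA (0.945 each). Within 5917 the last stages lay close together, with 0.974 between 25 and 30 DPA and 0.982 between 30 and 35 DPA. The second principal component held 24.7% of the variance, or 35.5% on FPKM without log, where the first held 41.7%.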

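Stage accounted for 76.7% of the variance of log2(FPKM + 1) over the expressed genes, material for 4.7% and their interaction for 8.2%, with 10.4% among replicates. The share of stage was 16.3 times that of material. This ratio is not adjusted for the 8 stages against 2 materials, and the interaction is also a difference between the materials. Both shares passed a permutation test of the labels, p = 0.0001 in each case, the smallest that the permutations allow. Without the 0 DPA ovules, so among fibers only, stage held 69.5% and material 6.7%. The interaction was 10.5% there.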

The results indicated that the influence of different development times of fiber between the 2 materials was greater than the background difference between them.

**Fig. 1.**
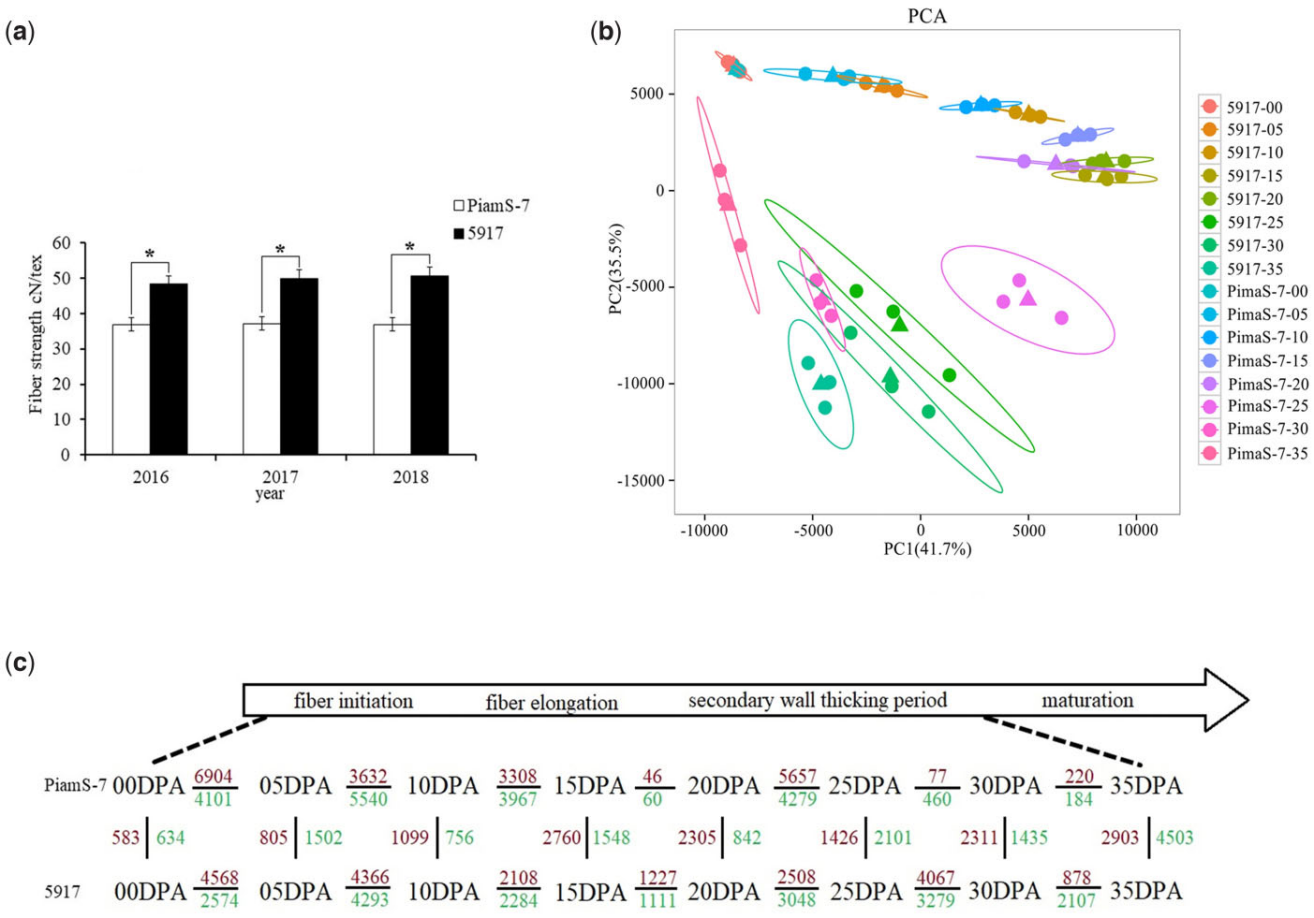
Basic analysis of the PimaS-7 and 5917. a) FS data analysis between PimaS-7 and 5917. The 2 materials had significant differences in FS from 2016 to 2018 (*mean *P* < 0.05). b) PCA between PimaS-7 and 5917 in different fiber development times. c) Comparison of DEGs between PimaS-7 and 5917 in different fiber development times. Horizontal comparisons represent different developmental stages of the same gene. Vertical comparison represents the same developmental stage of different genes. Red represents upregulated genes; blue represents downregulated genes.

### Analysis of DEGs

In the present study, DEGs were obtained by comparing the same materials in different fiber development times and the same fiber development times of different materials. A total of 38,798 genes were selected as DEGs form all express genes with an FDR value ≤0.05 and |Log2(FC)| ≥ 1. 

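At these thresholds 37466 genes were called in at least 1 of the 22 comparisons by edgeR's quasi-likelihood test. The 7 steps of PimaS-7 gave 26339 different genes and the 7 steps of 5917 gave 28884, and 20430 genes changed in a step of both. Between the materials 18887 genes were called at 1 stage or more. The largest group was the 0 to 5 DPA step of 5917 with 12625 genes, and the smallest its 30 to 35 DPA step with 8. Per comparison 43805 to 50768 genes had enough counts to be tested. In simulated counts with the spread of these libraries, the test recovered 35% of changes of 1.5 log2 units for the 20 to 25 DPA step of PimaS-7 and 86% of changes of 3 log2 units. For the 25 to 30 DPA step of 5917 it recovered 4% and 75%. Each simulation held 100 changed genes of each size. Where many more genes change, as called for PimaS-7, the adjustment of p is less strict, so recovery there can be higher.

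**Figure D1:**
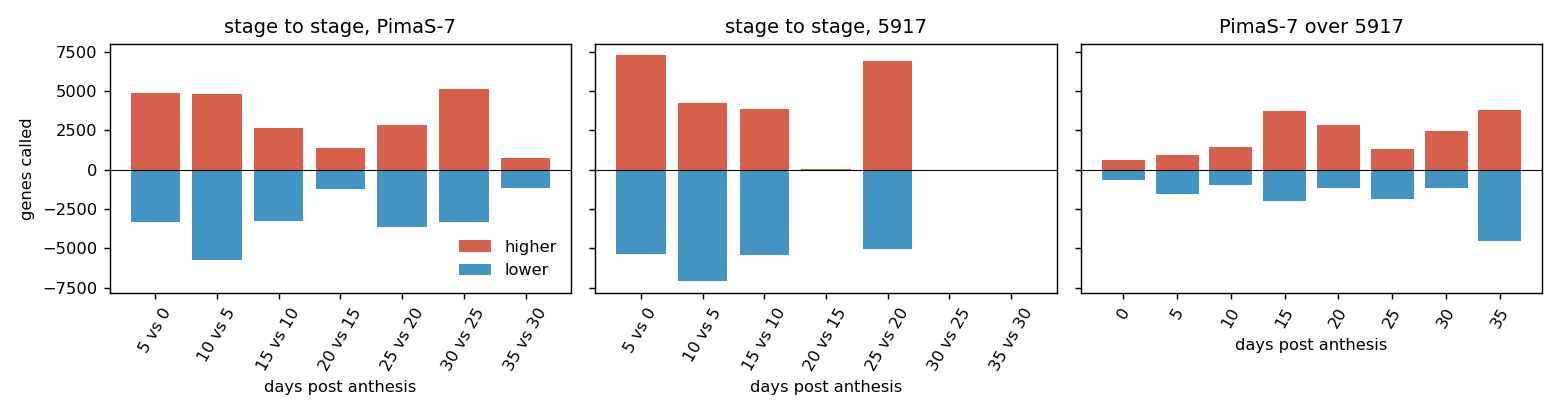
Genes called higher (red, above 0) and lower (blue, below 0) by edgeR in each stage-to-stage step of PimaS-7, of 5917, and in PimaS-7 over 5917 at each stage. The horizontal axes give days post anthesis, the later stage first for the steps. The steps of 5917 after 25 DPA and its 15 to 20 DPA step hold few genes.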

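From 0 to 5 DPA in PimaS-7, 4888 genes rose and 3302 fell of 50749 tested, and limma on log2(FPKM + 1) called 5127 in all. The gene matching HOTHEAD (HTH, Gbar_D08G020060; D08, positions 56983077 to 56988031), which acts in cuticle formation, was at 124 ± 35.8 against 10.1 ± 1.58 CPM (log2 fold change 3.62, SE 0.26, adjusted p = 0.00017 from edgeR's quasi-likelihood test). A cellulose synthase-like gene, CSLE6 (Gbar_D11G025800), was at 8.21 ± 6.6 against 0.0573 ± 0.0992 CPM (log2 fold change 7.05, SE 1.05, adjusted p = 0.0025), and the arabinogalactan peptide gene AGP14 (Gbar_D11G025860) at 69.2 ± 32.1 against 3.75 ± 1.16 CPM (log2 fold change 4.20, SE 0.41, adjusted p = 0.00044). CYP707A1 and MYC2 fell. CYP707A1 (Gbar_D08G017080), whose product degrades abscisic acid, was at 3.09 ± 0.834 against 32.3 ± 4.04 CPM (log2 fold change -3.39, SE 0.23, adjusted p = 0.00015). The jasmonate regulator MYC2 (Gbar_D08G017840) was at 80.9 ± 8.59 against 373 ± 46.2 CPM (log2 fold change -2.20, SE 0.16, adjusted p = 0.00018).

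All 5 listed vacuolar proton pump genes rose, and also when adjusted over the list alone, with a median log2 fold change of 1.46. They include VATE (Gbar_D08G013450), a subunit of the V-type proton ATPase (log2 fold change 1.90, SE 0.28, adjusted p = 0.0025). Such pumps drive the turgor of expanding cells. Of 14 cytosolic ribosomal protein genes 4 rose and 1 fell, and of 9 cellulose synthesis genes 3 rose and 2 fell, with the same counts adjusted over the list alone. Of 11 genes of the cell cycle and histones, markers of dividing cells, 2 fell and none rose. Of the markers of seed and embryo both tested genes rose (2 of 2), while 1 of 5 photosynthesis genes rose and 1 fell.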

In PimaS-7, the DEGs between 00 and 05 DPA were highest in the early fiber development stage; 1,217 DEGs were found (6,904 upregulated, 4,101 downregulated). As fiber development progresses, the DEGs gradually decreases until between 20 and 25 DPA; then, DEGs peaked again, and 9,936 DEGs were found (5,657 upregulated, 4,279 downregulated). 

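From 5 to 10 DPA in PimaS-7, 4786 genes rose and 5734 fell, or 1627 and 4829 by limma on log2(FPKM + 1). The aquaporin gene PIP1-2 (Gbar_D08G020630) rose to 1660 ± 33.8 against 390 ± 129 CPM (log2 fold change 2.09, SE 0.28, adjusted p = 0.0019), and the expansin-like gene EXLB1 (Gbar_D08G018530), of a family that loosens walls, rose (log2 fold change 4.32, SE 0.67, adjusted p = 0.0032). GIF1 (Gbar_D08G023940), a coactivator of growth by cell division, fell (log2 fold change -2.55, SE 0.21, adjusted p = 0.00057). Of 12 genes of the cell cycle and histones 6 fell and 2 rose, the same as adjusted over the list alone. From 10 to 15 DPA 2636 genes rose and 3230 fell (851 and 1595 by limma). The chaperone gene HSP83A (Gbar_D08G013320) rose from 10.7 ± 3.08 to 128 ± 42.4 CPM (log2 fold change 3.59, SE 0.31, adjusted p = 0.0004), 1 of 4 chaperone genes that rose of 17 tested, with none lower. The histone gene HIS2A (Gbar_D08G020750) fell (log2 fold change -3.46, SE 0.22, adjusted p = 0.00016).

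In PimaS-7 from 15 to 20 DPA 1362 genes rose and 1252 fell (1676 genes in all without PimaS-7 15 DPA replicate 1 and 1425 by limma). MYB86 (Gbar_D08G013290; D08, positions 41848635 to 41850759), a match of a MYB regulator of secondary walls, rose from 0.0256 ± 0.0443 to 26.6 ± 10.8 CPM (log2 fold change 9.71, SE 0.66, adjusted p = 0.00073). TBL43 (Gbar_D08G013280), of a family that acetylates wall polysaccharides, also rose (log2 fold change 5.28, SE 0.66, adjusted p = 0.0036), and FTIP1 (Gbar_D08G020460), a transport protein of flowering signals, fell (log2 fold change -2.84, SE 0.24, adjusted p = 0.0013). Of 7 secondary wall regulators and lignin genes 3 rose and 0 fell in this step (3 and 1 adjusted over the list alone). From 20 to 25 DPA 2824 genes rose and 3613 fell (1259 and 2644 by limma). Of this list 5 rose and 1 fell of 7, the same adjusted over the list alone. TBL43 reached 202 ± 4.36 CPM (log2 fold change 4.85, SE 0.31, adjusted p = 0.00026), MYB86 345 ± 68.5 CPM (log2 fold change 3.84, SE 0.36, adjusted p = 0.00069), and KNAT7 (Gbar_D08G020010), a homeobox regulator of secondary walls, rose as well (log2 fold change 1.41, SE 0.19, adjusted p = 0.0027). The cuticle genes CYP86A8 (Gbar_D08G015390; log2 fold change -4.48, SE 0.50, adjusted p = 0.0013) and HTH (log2 fold change -2.61, SE 0.39, adjusted p = 0.0038) fell.

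Between 25 and 30 DPA 5164 genes rose and 3336 fell (4216 and 1033 by limma; 1880 and 2211 by edgeR without PimaS-7 30 DPA replicate 2). The ornithine decarboxylase gene ODC (Gbar_D11G027900), of polyamine synthesis, rose (log2 fold change 4.42, SE 0.68, adjusted p = 0.0064), as did the ethylene response factor gene RAP2-3 (Gbar_D08G013730; log2 fold change 3.76, SE 0.31, adjusted p = 0.0018). MIZ1 (Gbar_D11G022820; log2 fold change -5.49, SE 0.40, adjusted p = 0.0017), IDA (Gbar_D11G024740), a signal of organ shedding (log2 fold change -4.37, SE 0.32, adjusted p = 0.0017), and the glutathione transferase gene GSTU17 (Gbar_D11G024050; log2 fold change -3.16, SE 0.15, adjusted p = 0.00076) fell. From 30 to 35 DPA 747 genes rose and 1142 fell. This count depends on single libraries, with 0 genes without PimaS-7 30 DPA replicate 2 and 787 higher and 2406 lower without PimaS-7 35 DPA replicate 2. With all 6 libraries 12151 genes had an unadjusted p under 0.05, and DESeq2 called 1479 higher and 3514 lower. The fit of all 48 libraries called 5560 and the fit without a filter on low counts 1224. With the replicate number as a block there were 0 genes, though these numbers pair no samples by the paper. SUS2 (Gbar_D08G013720), a sucrose synthase gene, rose (log2 fold change 1.93, SE 0.23, adjusted p = 0.019). The call was lost without any of 4 libraries (adjusted p 0.052 to 0.14) and with the replicate block.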

In 5917, the number of DEGs between 05 and 10 DPA was the highest in the early fiber development stage, and 8,659 DEGs were found (4,366 upregulated, 4,293 downregulated). 

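In 5917, 7278 genes rose and 5347 fell from 0 to 5 DPA by edgeR's quasi-likelihood test, or 3564 and 6109 by limma on log2(FPKM + 1). HTH was at 235 ± 55.6 against 5.54 ± 0.541 CPM (log2 fold change 5.41, SE 0.22, adjusted p = 7.8e-06). PAS2 (Gbar_D11G022560), of the synthesis of very long fatty acids, was at 154 ± 16.3 against 9.14 ± 1.14 CPM (log2 fold change 4.08, SE 0.16, adjusted p = 7.3e-06). CYP707A1 fell (log2 fold change -2.90, SE 0.50, adjusted p = 0.0026), and so did KRP3 (Gbar_D08G021770), an inhibitor of cell cycle kinases (log2 fold change -2.31, SE 0.20, adjusted p = 0.00012). Of 5 vacuolar proton pump genes 4 rose, and of 11 cell cycle and histone genes 5 fell, none going the other way, with the same counts adjusted over the list alone. Seed and embryo markers rose in 2 of 3 cases. Photosynthesis genes rose in 2 of 7 cases and fell in 1.

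From 5 to 10 DPA 4233 genes rose and 7091 fell (1071 and 5303 by limma). The cyclin gene CYCU2-2 (Gbar_D08G015880) was at 7.73 ± 2.81 against 0.0272 ± 0.0472 CPM (log2 fold change 8.03, SE 0.68, adjusted p = 0.00036), and EXLB1 rose (log2 fold change 3.37, SE 0.27, adjusted p = 0.00033). TAN (Gbar_D08G023330), which guides the plane of cell division, fell (log2 fold change -3.10, SE 0.21, adjusted p = 0.00018), as did GIF1 (log2 fold change -2.47, SE 0.38, adjusted p = 0.0024). From 10 to 15 DPA 3858 genes rose and 5418 fell (4759 in all by limma). MYB86 had no counts at 10 DPA and was at 37.8 ± 4.11 CPM at 15 DPA, at least 1410-fold higher with a floor of 3 counts over the group. TBL43 (log2 fold change 5.66, SE 0.63, adjusted p = 0.00033) and the xyloglucan enzyme gene XTH30 (Gbar_D08G017550; log2 fold change 4.92, SE 0.46, adjusted p = 0.00014) rose. Of 7 secondary wall regulators and lignin genes 6 rose and none fell (6 higher and 1 lower adjusted over the list alone). KNAT7 was among them (log2 fold change 1.23, SE 0.18, adjusted p = 0.0012), though not by limma. Of 4 expansin and xyloglucan enzyme genes 3 rose. CSLE6 fell (log2 fold change -3.85, SE 0.27, adjusted p = 3.3e-05), and GATA4 (Gbar_D08G015910) fell from a level that varied between libraries (0.0213 ± 0.0369 against 7.76 ± 10.6 CPM; log2 fold change -8.25, SE 1.70, adjusted p = 0.0066).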

After that, 7,346 DEGs were found in 25 and 30 DPA (4,067 upregulated, 3,279 downregulated). 

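The 15 to 20 DPA step of 5917 had few called genes, with 72 genes higher and 92 lower by edgeR's quasi-likelihood test and 52 and 43 by limma on log2(FPKM + 1). DESeq2 called 377 and the fit of all 48 libraries 24. Without 1 library the edgeR count ranged from 43 (without 5917 20 DPA replicate 1) to 112 (without 5917 20 DPA replicate 2). MYB86 was at 11.6 ± 2.82 against 34.9 ± 3.87 CPM (log2 fold change -1.59, SE 0.18, adjusted p = 0.015). This fall did not pass in the fit of all 48 libraries or with the replicate number as a block. Nor did it pass without 5917 15 DPA replicate 1 (adjusted p = 0.069) or without 5917 20 DPA replicate 1 (adjusted p = 0.064). Of 7 secondary wall regulators and lignin genes 2 fell and none rose (3 lower adjusted over the list alone). Of the genes called in both materials for this step, 80 moved in opposite directions and 3 in the same direction.

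From 20 to 25 DPA 6919 genes rose and 5025 fell (7201 in all by limma). The germin-like gene GLP10 (Gbar_D08G014260; D08, positions 44775825 to 44776891) was at 78.7 ± 8.9 against 0.0714 ± 0.0619 CPM (log2 fold change 10.04, SE 0.53, adjusted p = 5.7e-05). UXT1 (Gbar_D08G022200), a transporter of UDP-xylose into the Golgi for xylan, had no counts at 20 DPA and 14.5 ± 3.71 CPM at 25 DPA, at least 478-fold higher. Among the genes that fell were CYP86A8 (log2 fold change -6.32, SE 0.66, adjusted p = 0.00046) and CER26L (Gbar_D08G018690; log2 fold change -4.77, SE 0.39, adjusted p = 0.00015). Of 7 secondary wall genes 4 rose and 1 fell, and of 9 pectin enzyme genes 4 rose and 1 fell, the same adjusted over the list alone.

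Few genes of 5917 were called after 25 DPA by edgeR. In simulated counts of the 25 to 30 DPA step, with 100 changed genes of each size, the test recovered 4% of changes of 1.5 log2 units. From 25 to 30 DPA 5 genes were higher and 13 lower by edgeR (2 and 21 by limma, 202 and 1306 by DESeq2, 2202 in all by the fit of all 48 libraries), with 3695 at an unadjusted p under 0.05. Without 1 library there were 3 (without 5917 30 DPA replicate 2) to 92 genes (without 5917 25 DPA replicate 3). Gbar_A04G011430 had no counts at 25 DPA and rose at least 427-fold, and Gbar_D07G006470 fell (log2 fold change -9.76, SE 1.13, adjusted p = 0.048). The call of Gbar_A04G011430 was lost without 5917 30 DPA replicate 1 (adjusted p = 0.066) or replicate 2 (0.055), and that of Gbar_D07G006470 without any 1 of the 30 DPA libraries (adjusted p 0.14 to 0.17). From 30 to 35 DPA 6 genes were higher and 2 lower (424 and 405 by DESeq2, 771 in all by the fit of all 48 libraries), with 5 genes without 5917 30 DPA replicate 3 and 27 without 5917 35 DPA replicate 1. Gbar_D01G001110 rose (log2 fold change 7.63, SE 0.54, adjusted p = 0.004), though not by limma or with the replicate number as a block. Gbar_A08G026680 fell at least 657-fold to no counts at 35 DPA, a call lost with that block. No gene of the 15 lists was called in either step. Adjusted over each list alone, 3 cell cycle and histone genes, 2 chaperone genes, 1 microtubule gene and 1 secondary wall gene were lower from 25 to 30 DPA, and 1 cell cycle and histone gene was higher from 30 to 35 DPA.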

PimaS-7 had 1,217 DEGs on 00 DPA, 2,307 DEGs on 05 DPA, 1,855 DEGs on 10 DPA, 4,308 DEGs on 15 DPA, 3,147 DEGs on 20 DPA, 3,527 DEGs on 25 DPA, 3,746 DEGs on 30 DPA, and 7,407 DEGs on 35 DPA (Fig. 1c). These numbers showed that the number of DEGs changed with different fiber development times. 

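At 0 DPA 631 higher and 642 lower genes separated PimaS-7 from 5917 by edgeR's quasi-likelihood test. The gene At2g45070 (Gbar_D08G015900), a match of a subunit of the protein translocation pore, was at 10.6 ± 0.389 against 0.0889 ± 0.0809 CPM (log2 fold change 6.83, SE 0.51, adjusted p = 0.00068). F6'H1 (Gbar_D08G024860), of coumarin synthesis, had no counts in PimaS-7 and was at least 838-fold lower. At 5 DPA 935 higher and 1510 lower were called. CSI1 (Gbar_D11G023660), which links cellulose synthase to microtubules, was at 60.3 ± 16.7 against 219 ± 28.2 CPM (log2 fold change -1.86, SE 0.24, adjusted p = 0.0048), and the receptor kinase gene SRF8 (Gbar_D08G015670) was higher (log2 fold change 2.01, SE 0.25, adjusted p = 0.0042). At 10 DPA, with 1478 higher and 954 lower, CSI1 was again lower (log2 fold change -1.35, SE 0.14, adjusted p = 0.0016), EXLB1 was lower (log2 fold change -1.78, SE 0.25, adjusted p = 0.0066) and GRDP2 (Gbar_D03G003400), a glycine-rich protein gene, was higher (log2 fold change 2.76, SE 0.12, adjusted p = 5.7e-05). These counts depend on single libraries. At 0 DPA they range over 787 without PimaS-7 0 DPA replicate 2 and 1262 without 5917 0 DPA replicate 1, at 5 DPA over 1154 without 5917 5 DPA replicate 1 and 2635 without PimaS-7 5 DPA replicate 2 and at 10 DPA over 1174 without PimaS-7 10 DPA replicate 1 and 3230 without 5917 10 DPA replicate 1. At 0 DPA DESeq2 called 2193. By limma on log2(FPKM + 1) the counts were 1611 at 5 DPA and 1215 at 10 DPA.

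At 15 DPA 3749 higher and 2010 lower genes were called (2502 in all by limma). MYB86 was at 0.024 ± 0.0416 against 36.9 ± 4.05 CPM in PimaS-7 and 5917 (log2 fold change -10.26, SE 0.40, adjusted p = 1.6e-05), and TBL43 was lower too (log2 fold change -4.87, SE 0.62, adjusted p = 0.0013). CSLE6 (log2 fold change 3.16, SE 0.36, adjusted p = 0.00083) and the cochaperone gene BAG6 (Gbar_D08G014860) (log2 fold change 2.93, SE 0.32, adjusted p = 0.00069) were higher. Of the secondary wall regulators and lignin genes, 1 higher and 3 lower of 7 were called, and of the expansins and xyloglucan enzymes 0 higher and 3 lower of 4. At 20 DPA 2861 higher and 1164 lower were called. EXLB1 was lower (log2 fold change -2.91, SE 0.23, adjusted p = 0.0003) and PAE7 (Gbar_D08G016940), a pectin acetylesterase gene, was higher (log2 fold change 2.54, SE 0.36, adjusted p = 0.0041). The 20 DPA count was 2368 without 5917 20 DPA replicate 3 and 4814 without 5917 20 DPA replicate 2, and 1868 by limma.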

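Between the materials 1324 higher and 1841 lower genes were called at 25 DPA, 2473 higher and 1143 lower at 30 DPA and 3824 higher and 4546 lower at 35 DPA by edgeR's quasi-likelihood test. The sequence over the 8 stages was 1273, 2445, 2432, 5759, 4025, 3165, 3616 and 8370 genes, with a first high point at 15 DPA and the highest value at 35 DPA. At 25 DPA UXT1 was at 0.378 ± 0.284 against 13.9 ± 3.52 CPM in PimaS-7 and 5917 (log2 fold change -5.18, SE 0.55, adjusted p = 0.0036), while MIZ1 (log2 fold change 3.39, SE 0.42, adjusted p = 0.0059) and IDA (log2 fold change 2.75, SE 0.35, adjusted p = 0.0065) were higher. At 30 DPA ODC was at 66.1 ± 15.7 against 0.131 ± 0.0103 CPM (log2 fold change 8.93, SE 0.33, adjusted p = 0.00026), the regulator gene WRKY41 (Gbar_D08G012910) was higher (log2 fold change 5.03, SE 0.50, adjusted p = 0.0022) and GSTU17 was lower (log2 fold change -2.22, SE 0.26, adjusted p = 0.004). Of the ethylene response factors 2 higher and 0 lower of 3 (3 and 0 adjusted over the list alone) were called there.

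At 35 DPA UXT1 (log2 fold change -4.35, SE 0.40, adjusted p = 0.0023), CYCU2-2 (log2 fold change -3.62, SE 0.36, adjusted p = 0.0027) and the subtilase gene SBT4.14 (Gbar_D08G015060), of xylem formation (log2 fold change -3.31, SE 0.40, adjusted p = 0.0044), were lower in PimaS-7. The receptor kinase gene HSL2 (Gbar_D03G003200) (log2 fold change 3.12, SE 0.36, adjusted p = 0.0037), the regulator gene NAC047 (Gbar_D11G026430) (log2 fold change 3.11, SE 0.43, adjusted p = 0.0063), SUS2 (log2 fold change 1.97, SE 0.22, adjusted p = 0.0035) and CCR1 (Gbar_D08G022580), of lignin synthesis (log2 fold change 1.44, SE 0.20, adjusted p = 0.006), were higher. The cytosolic ribosomal protein genes had 0 higher and 4 lower of 14 and the vacuolar proton pumps 0 higher and 3 lower of 5.

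The late counts depend on the libraries used. At 25 DPA they were 925 without PimaS-7 25 DPA replicate 3 and 4677 without 5917 25 DPA replicate 2, at 30 DPA 902 without PimaS-7 30 DPA replicate 2 and 4017 without 5917 30 DPA replicate 2 and at 35 DPA 3626 without PimaS-7 35 DPA replicate 1 and 11325 without PimaS-7 35 DPA replicate 2. DESeq2 called 6084 genes at 25 DPA and 6790 at 30 DPA, and the fit of all 48 libraries 7961 and 8433. By limma on log2(FPKM + 1) there were 1954 at 25 DPA, 2785 higher and 390 lower at 30 DPA and 5899 higher and 1803 lower at 35 DPA.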

At the beginning of the fiber elongation period until the secondary wall-thickening stage, the number of DEGs gradually increased, and it peaked at the end of the secondary wall-thickening stage. 

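The same genes often moved in the same direction in both materials up to 15 DPA. From 0 to 5 DPA 3940 genes rose in both and 1951 fell in both, where independent calls would give 680.9 and 330.9, and 22 moved in opposite directions. From 5 to 10 DPA 2956 rose and 3701 fell in both (independent 403 and 792.4). From 20 to 25 DPA 1787 rose and 1707 fell in both (independent 372.5 and 379.7), with 241 opposite. The materials share no library in these steps. Pearson's r of the log2 fold changes across genes, which are not independent replicates, was 0.81, 0.79, 0.64, -0.28, 0.57, -0.07 and 0.39 over the 7 steps. Of the genes that changed in a step of both materials, 11466 were also called between the materials.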

In a comparison of gene expression levels between PimaS-7 and 5917 in different fiber development times, many genes were identified as DEGs, and the total number of DEGs of PimaS-7 was similar with that of 5917. The results showed that the difference in FS was due to the gene expression levels in the 2 materials. 

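At all 8 stages, 110 genes were higher and 118 lower in PimaS-7, of the 18887 called at 1 stage or more. At a single stage 6917 genes were called higher and 5124 lower, which leaves open whether they differ at other stages, and 1712 genes were called in both directions at different stages. Of the named genes, only SMD1B (Gbar_D08G020910), of the splicing machinery, differed throughout. It was at 5.43 ± 0.577 against 19.9 ± 3.95 CPM at 0 DPA (log2 fold change -1.88, SE 0.18, adjusted p = 0.002 from edgeR's quasi-likelihood test) and at 2.01 ± 0.757 against 37.4 ± 2.48 CPM at 35 DPA (log2 fold change -4.22, SE 0.33, adjusted p = 0.0019). Many of the genes that differ at every stage are new genes of the assembly with next to no counts in 1 material. Examples are Gossypium_barbadense_newGene_12309 (11939 counts in PimaS-7 and 0 in 5917) and Gossypium_barbadense_newGene_14678 (0 and 4347). Of all 69337 listed genes, 7726 are such new genes. Differences that hold at every stage can also come from how reads of each material align to the Pima 3-79 genome, which was not tested.

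Among the fixed lists at 35 DPA, cellulose synthesis had 2 higher and 0 lower of 8, pectin enzymes 0 higher and 0 lower of 8, peroxidases 0 higher and 0 lower of 6, the 26S proteasome subunits 0 higher and 0 lower of 7 and chaperones 2 higher and 0 lower of 16 (1 and 0 adjusted over the list alone). No gene of seed and embryo proteins had enough counts to be tested at 25 to 35 DPA. The paper attributes the difference in fiber strength to the expression levels of genes in the 2 materials.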

In previous studies, according to the expression level of genes in different periods and changes in expression patterns, various genes were identified to be related to genetic diseases, yield, and resistance (Zhang *et al.* 2017; Cheng *et al.* 2020; Zhao, Bai, *et al.* 2020).

### Construction of coexpression modules using WGCNA

To further clarify the relationship between the gene expression of the 2 materials in different fiber development times and FS, coexpression networks of DEGs were constructed using WGCNA with a power of 15 (Fig. 2a). 

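The modules differ in when their genes moved. Of the purple module, 588 rose and 7 fell of 872 genes in PimaS-7 from 0 to 5 DPA and 683 rose and 6 fell of 872 in 5917, by edgeR's quasi-likelihood test. Of the pink module, 134 rose and 0 fell of 610 in PimaS-7 from 15 to 20 DPA and 271 rose and 12 fell of 617 in 5917 from 20 to 25 DPA. In the turquoise module 64 rose and 0 fell of 194 in PimaS-7 from 25 to 30 DPA, after 2 rose and 25 fell of 194 in PimaS-7 and 1 rose and 52 fell of 194 in 5917 from 5 to 10 DPA. The modules were built by the authors on these libraries, so the counts are not independent evidence of a time course.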

Ten modules were identified to be related to different fiber development times; some were correlated with 1 time, while the others were correlated with more than 1 (Fig. 2b). The secondary wall-thickening stage was significantly related to the formation of FS. 

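Genes that the paper lists with a connectivity above 0.85 (kME lists, 1530 different genes) separated the materials at 35 DPA. The brown list had 0 higher and 462 lower of 611, the green list 0 higher and 348 lower of 456, the black list 66 higher and 0 lower of 183 and the red list 30 higher and 0 lower of 287 in PimaS-7, by edgeR's quasi-likelihood test. At 30 DPA the counts were 0 higher and 89 lower of 611, 0 higher and 53 lower of 456, 16 higher and 0 lower of 183 and 10 higher and 1 lower of 287. The lists were chosen on these libraries and are not independent evidence. Eigengenes were recomputed on log2(FPKM + 1), and each was related to 1 group of 3 libraries against the other 45, over 14 relations. The permutations moved single libraries, while replicates of a group lie close together. A small p can thus come from replicates lying together at a high value, and does not single out that group.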

Then, analyzing the correlation between the modules and different fiber development times, it was found that 4 specific modules were significantly related to 25, 30, and 35 DPA during the secondary wall-thickening stage. 

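Genes of the brown module rose from 20 to 25 DPA in both materials, 717 rose and 105 fell of 1276 in PimaS-7 and 771 rose and 227 fell of 1278 in 5917. TUBB1 (Gbar_D08G020540) and WDL2 (Gbar_D11G032910) belong to it. Their r with its eigengene was 0.82 and 0.84 on log2(FPKM + 1), and 0.85 and 0.9 on FPKM without log. On the log scale TUBB1 had r 0.92 with the yellow module. At 35 DPA 32 higher and 672 lower of 1273 separated PimaS-7 from 5917. The eigengene was related to 5917 at 35 DPA (Pearson's r 0.40, permutation p = 0.0017, adjusted p = 0.0079, Spearman's rho 0.36, adjusted p = 0.02, r 0.35 without the 2 farthest libraries). It was as high in 5917 at 30 DPA (0.227 ± 0.013) as at 35 DPA (0.221 ± 0.01), so the relation is not particular to 35 DPA. For PimaS-7 at 30 DPA the relation did not pass (Pearson's r 0.32, permutation p = 0.025, adjusted p = 0.058, Spearman's rho 0.26, adjusted p = 0.14, r 0.36 without the 2 farthest libraries). The module was chosen on these libraries and is not independent evidence.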

The brown module contains 1,278 genes, which were significantly correlated with 5917-35 DPA (*r*^2^ = 0.88, *P *=* *1e–16) and PimaS-7-30 DPA (*r*^2^ = 0.83, *P *=* *4e–13) (Fig. 2c). GO terms were enriched in plant-type secondary cell wall biogenesis, glucuronoxylan glucuronosyltransferase activity, and plasma membrane (Supplementary Table 7). 

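The 522 genes listed under green did not move together, and their eigengene held 13.5% of their variance. It had no relation that passed with 5917 at 25 DPA (Pearson's r -0.03, permutation p = 0.85, adjusted p = 0.92, Spearman's rho -0.11, adjusted p = 0.5, r -0.07 without the 2 farthest libraries), 5917 at 30 DPA (Pearson's r -0.06, permutation p = 0.73, adjusted p = 0.85, Spearman's rho -0.16, adjusted p = 0.36, r -0.10 without the 2 farthest libraries) or PimaS-7 at 25 DPA (Pearson's r -0.01, permutation p = 0.94, adjusted p = 0.94, Spearman's rho -0.10, adjusted p = 0.55, r -0.05 without the 2 farthest libraries). The kME list of the same color is closest to the yellow module, which holds 323 of its 456 genes. TUBB5 (Gbar_D11G033670) and At3g05520 (Gbar_D11G029020) are among these. On log2(FPKM + 1) they had r of 0.96 and 0.94 with yellow and 0.45 and 0.42 with green. In that list 283 rose and 0 fell of 455 in PimaS-7 from 5 to 10 DPA, 285 rose and 0 fell of 455 in 5917, and 0 rose and 166 fell of 456 in PimaS-7 from 25 to 30 DPA. Its relation to PimaS-7 at 25 DPA was Pearson's r 0.27, permutation p = 0.044, adjusted p = 0.088, Spearman's rho 0.40, adjusted p = 0.0036, r 0.28 without the 2 farthest libraries. The relations with 5917 were Pearson's r 0.21, permutation p = 0.16, adjusted p = 0.22, Spearman's rho 0.22, adjusted p = 0.22, r 0.20 without the 2 farthest libraries at 25 DPA and Pearson's r 0.23, permutation p = 0.1, adjusted p = 0.18, Spearman's rho 0.26, adjusted p = 0.14, r 0.23 without the 2 farthest libraries at 30 DPA. The list was chosen on these libraries and is not independent evidence.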

The green module contains 522 genes, which were highly associated with 5917-25 DPA (*r*^2^ = 0.88, *P *=* *1e–16), 5917-30 DPA (*r*^2^ = 0.88, *P *=* *2e–16) and PimaS-7-25 DPA (*r*^2^ = 0.85, *P *=* *2e–14). GO terms were enriched in steryl-sulfatase activity, cytoplasm and proteasome-mediated ubiquitin-dependent protein catabolic process. 

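The 41 genes listed under red mostly rose and later fell in PimaS-7. From 10 to 15 DPA 31 rose and 0 fell of 41, and from 20 to 25 DPA 0 rose and 26 fell of 41. Their eigengene had no relation that passed with PimaS-7 at 35 DPA (Pearson's r -0.11, permutation p = 0.47, adjusted p = 0.6, Spearman's rho -0.14, adjusted p = 0.43, r -0.10 without the 2 farthest libraries). In the kME list named red, of which 284 of 287 genes are listed in the pink module, 94 rose and 0 fell of 285 in PimaS-7 from 15 to 20 DPA and 169 rose and 0 fell of 287 in 5917 from 20 to 25 DPA. This list was related to PimaS-7 at 35 DPA (Pearson's r 0.59, permutation p = 0.00011, adjusted p = 0.00077, Spearman's rho 0.42, adjusted p = 0.0011, r 0.39 without the 2 farthest libraries), and it holds SP1L2 (Gbar_D08G013370). Both sets were chosen on these libraries and are not independent evidence.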

The MEred module contains 41 genes, which were significantly correlated with PimaS-7-35 DPA (*r*^2^ = 0.94, *P *=* *7e–23). GO terms were enriched in cell periphery, response to unfolded protein and unfolded protein binding. The MEblack module contains 109 genes, which were significantly related with PimaS-7-35 DPA (*r*^2^ = 0.83, *P *=* *5e–13). 

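Most of the 109 genes listed under black differed between the materials at the first and last stage. In PimaS-7 31 were higher and 45 lower of 108 at 0 DPA, and 38 higher and 49 lower of 107 at 35 DPA. In PimaS-7 15 rose and 0 fell of 86 from 0 to 5 DPA, and 1 rose and 1 fell of 86 from 20 to 25 DPA. Their eigengene had no relation that passed with PimaS-7 at 35 DPA (Pearson's r 0.26, permutation p = 0.12, adjusted p = 0.19, Spearman's rho 0.18, adjusted p = 0.35, r 0.28 without the 2 farthest libraries). Its group means ran from -0.15 to -0.132 in 5917 and from 0.102 to 0.16 in PimaS-7, so it separated the materials at all 8 stages. Of the kME list named black, 67.2% of the 183 genes are in the turquoise module. From 5 to 10 DPA 0 rose and 26 fell of 183 in PimaS-7, and 0 rose and 54 fell of 183 in 5917. In PimaS-7 79 rose and 0 fell of 183 from 25 to 30 DPA, and in 5917 93 rose and 0 fell of 183 from 20 to 25 DPA. The eigengene of this list was related to PimaS-7 at 35 DPA (Pearson's r 0.54, permutation p = 5e-05, adjusted p = 0.0007, Spearman's rho 0.42, adjusted p = 0.0011, r 0.31 without the 2 farthest libraries). These sets were chosen on the same libraries and are not independent evidence.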

GO terms were enriched in structural constituents of ribosomes, Golgi-associated vesicle membrane and pectic galactan metabolic process. KEGG pathway analysis was used to further explore the 4 specific modules. MEbrown was enriched in amino sugar, nucleotide sugar metabolism, and phagosome (Supplementary Table 8). MEgreen was enriched in pentose phosphate pathway and carbon metabolism. MEred was enriched in protein processing in endoplasmic reticulum, while MEblack was enriched in ribosome. This shows that DEGs from different modules may be involved in different metabolic pathways to regulate the development of FS.

**Fig. 2.**
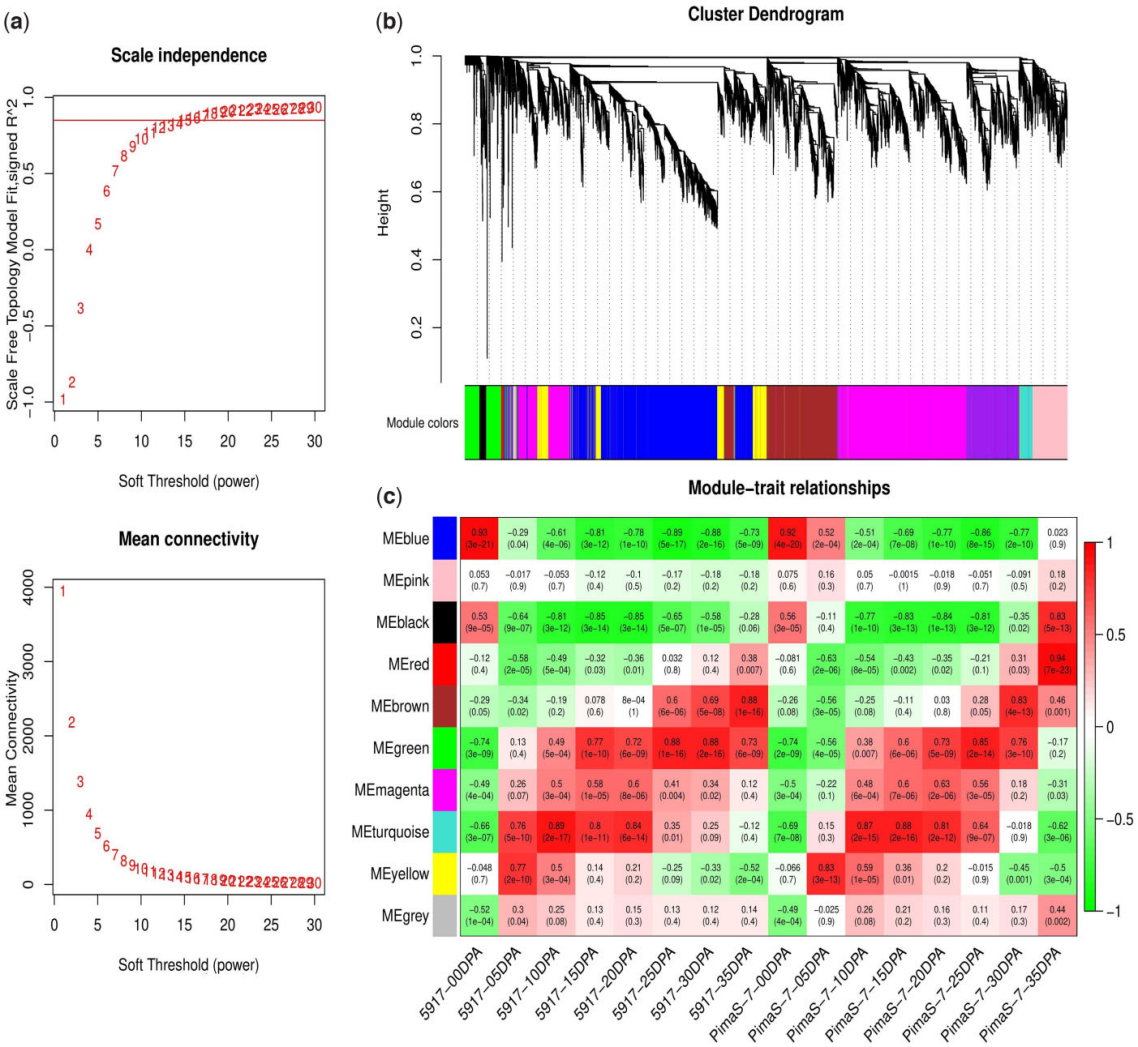
Weighted coexpression network analysis of DEGs in PimaS-7 and 5917. a) Determination of soft threshold of weighted gene coexpression network. b) Hierarchical cluster diagram of coexpression modules identified by WGCNA. Each analysis represents a module, and each leaf represents a gene. c) Module related to the sample. The horizontal axis represents the different development times of the 2 materials, and the vertical axis represents the feature vectors of each module. The redder the color of the module, the higher the correlation with the corresponding fiber development stage.

### Colocalization by QTLs and RNA-seq for the screening of related genes

To further narrow down the screening range of candidate genes related to FS, the expression data of 2,601 genes were extracted from RNA-seq data, of which 1,268 genes were identified as DEGs. This DEGs were used for further analysis (Supplementary Table 9). 

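Of the 2601 interval genes, 2207 are among the deposited genes, and 1211 of these were called in at least 1 of the 22 comparisons by edgeR's quasi-likelihood test. On D03 18 of 29 were called, on D08 632 of 1154 and on D11 561 of 1024. They include the cuticle gene HTH and the secondary wall genes MYB86 and TBL43 on D08, and CSLE6 and ODC on D11. A call in any of 22 comparisons is a wide condition, which 37466 of the 69337 genes met.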

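The brown kME list rose in most of its genes from 20 to 25 DPA, where 495 rose and 1 fell of 611 in PimaS-7 and 522 rose and 0 fell of 611 in 5917, by edgeR's quasi-likelihood test. From 30 to 35 DPA in PimaS-7 0 rose and 111 fell of 611, in a comparison that calls no gene without PimaS-7 30 DPA replicate 2 or without PimaS-7 35 DPA replicate 1. With eigengenes recomputed on log2(FPKM + 1), 508 of 611 genes of the brown list had r above 0.85 with the brown module. Of the green list 448 of 456 did so with the yellow module, of the black list 152 of 183 with turquoise and of the red list 190 of 287 with pink. On FPKM without log every gene did so, 611 of 611, 456 of 456, 183 of 183 and 287 of 287, so the counts below the full lists come with the log scale. None of the green, black and red lists had r above 0.85 with the module of its own name on either scale. These are correlations over the libraries on which the lists were chosen, and not independent evidence.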

Then, *K*_ME_ > 0.85 was used as a standard of gene connectivity to select DEGs in the 4 specific modules; 1,537 DEGs were considered to participate in the regulation of FS in the 4 modules (MEbrown, MEgreen, MEred, and MEblack; Supplementary Table 10). 

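The paper took as candidates the genes of high connectivity that also lie in the QTL intervals. The 55 genes of Table S11 were mostly lower in PimaS-7 at the last stage, with 3 higher and 35 lower of 55 at 35 DPA, 2 higher and 7 lower of 55 at 30 DPA and 1 higher and 1 lower of 55 at 25 DPA by edgeR's quasi-likelihood test. At 1 or more of these stages 40 genes were called, and 15 at none. At 35 DPA the median log2 fold change was -1.25. Of the same genes 23 rose and 0 fell of 55 in PimaS-7 from 20 to 25 DPA and 26 rose and 0 fell of 55 in 5917. TUBB1 and TUBB5 are among the lower genes at 35 DPA. Without PimaS-7 35 DPA replicate 1, 11 genes were lower at 35 DPA, and limma on log2(FPKM + 1) called 5 higher and 22 lower. The genes were chosen on these libraries and are not independent evidence.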

Finally, a total of 55 DEGs were obtained by comparing them in 2 ways (Supplementary Table 11), and genes showed different expression levels in the secondary wall-thickening stage (Fig. 3a). GO enrichment analysis was performed on these DEGs (Fig. 3b); structural constituents of cytoskeletons, glutathione binding, and GTP binding were enriched in molecular function. F-actin capping protein complex, chloroplast and microtubule were enriched in cellular components. Microtubule-based process and ubiquitin-dependent protein catabolic process were enriched in biological process. Based on GO enrichment analysis, many DEGs mainly concentrated in GO term related to cytoskeletal structures and microtubules. Therefore, the 5 DEGs included in the above pathway as representative genes of different terms were selected for further research. 

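Part of the microtubule genes rose from 20 to 25 DPA. The candidates TUBB1, TUBB5 and WDL2 also rose then. They were chosen by the paper on these libraries, so where they count in this list they are not independent evidence. Of the 20 listed genes, 7 rose and 0 fell of 17 tested in 5917 and 5 rose and 0 fell of 16 in PimaS-7 (5 and 1 adjusted over the list alone), by edgeR's quasi-likelihood test. In PimaS-7 2 rose and 5 fell of 15 from 25 to 30 DPA. From 30 to 35 DPA 0 rose and 3 fell of 16 (0 and 5 adjusted over the list alone), in a comparison that calls no gene without PimaS-7 30 DPA replicate 2 or 35 DPA replicate 1. At 35 DPA the list had 1 higher and 6 lower of 14 in PimaS-7 against 5917. The kinesin gene KIN14I (Gbar_D08G013740) was at 12.9 ± 6.15 against 48.8 ± 5.84 CPM (log2 fold change -1.92, SE 0.39, adjusted p = 0.015), a call that did not pass without PimaS-7 35 DPA replicate 1 (adjusted p = 0.052). CLASP (Gbar_D08G021600), which stabilizes microtubule ends, rose in PimaS-7 from 20 to 25 DPA (log2 fold change 1.04, SE 0.15, adjusted p = 0.0036), with log2 fold changes of 0.97 and 0.98 without PimaS-7 20 DPA replicate 1 or 3, and not called by limma.

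Of 10 actin genes in 5917 1 rose and 4 fell from 20 to 25 DPA, and 5 were not called. ACT7 (Gbar_D11G024280) was among those that fell (log2 fold change -1.03, SE 0.31, adjusted p = 0.037), a call lost with DESeq2 size factors and without 5917 20 DPA replicate 1 (adjusted p = 0.13), 2 (adjusted p = 0.083) or 3 (adjusted p = 0.15) or 25 DPA replicate 1 (adjusted p = 0.11) or 3 (adjusted p = 0.073). In PimaS-7 0 rose and 0 fell of 10 in that step. No enrichment test was made, since the names held cover part of the intervals.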

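TUBB1 (Gbar_D08G020540; D08, positions 57694676 to 57697588), a beta-tubulin gene, rose from 20 to 25 DPA in 5917 (log2 fold change 3.24, SE 0.43, adjusted p = 0.0013) and in PimaS-7 (log2 fold change 2.47, SE 0.29, adjusted p = 0.0016), by edgeR's quasi-likelihood test. At 35 DPA it was at 64.4 ± 36.3 against 1600 ± 523 CPM in PimaS-7 against 5917 (log2 fold change -4.64, SE 0.53, adjusted p = 0.0037). At 30 DPA the difference did not pass (log2 fold change -1.54, SE 0.39, adjusted p = 0.051), while DESeq2 (adjusted p = 0.00013), limma (adjusted p = 0.027), the fit of all 48 libraries (adjusted p = 0.041) and edgeR without 5917 30 DPA replicate 2 (adjusted p = 0.025) called it lower. At 15 DPA it was lower in PimaS-7 (log2 fold change -2.24, SE 0.11, adjusted p = 3.2e-05). Beta-tubulin genes are alike, so reads of related copies can be shared.

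WDL2 (Gbar_D11G032910; D11, positions 64907056 to 64910444), of a family that binds microtubules, rose from 20 to 25 DPA in 5917 (log2 fold change 7.19, SE 0.48, adjusted p = 8.3e-05) and less in PimaS-7 (log2 fold change 3.41, SE 0.30, adjusted p = 0.00058), where it was already higher at 20 DPA (log2 fold change 3.87, SE 0.28, adjusted p = 0.00024). The material by stage interaction for this step was log2 fold change -3.78, SE 0.52, adjusted p = 0.0017. At 35 DPA it was lower in PimaS-7 (log2 fold change -2.42, SE 0.48, adjusted p = 0.014), but not without 5917 35 DPA replicate 2 (adjusted p = 0.052) or PimaS-7 35 DPA replicate 1 (adjusted p = 0.062). At 30 DPA it was lower (log2 fold change -1.29, SE 0.30, adjusted p = 0.041), a call lost without any of 5 libraries, with adjusted p from 0.068 (without PimaS-7 30 DPA replicate 1) to 0.18 (without replicate 2), and by limma.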

*Gbar_D08G020540* and *Gbar_D11G032910* were selected from the MEbrow module; these were significantly related to fiber development in 30 and 35 DPA. *Gbar_D08G013370* was selected from the MEred module, and it was related to fiber development in 35 DPA. 

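SP1L2 (Gbar_D08G013370; D08, positions 42021904 to 42023803), a match of a SPIRAL1-like protein that acts on cortical microtubules, was at 4.08 ± 0.396 FPKM at 0 DPA and 327 ± 154 at 35 DPA in 5917, and at 6.59 ± 0.259 and 418 ± 124 in PimaS-7. Between the materials it was lower in PimaS-7 at 15 DPA (log2 fold change -2.05, SE 0.19, adjusted p = 0.00037 from edgeR's quasi-likelihood test). At 30 DPA (log2 fold change -0.42, SE 0.28, adjusted p = 0.36) and 35 DPA (log2 fold change -0.17, SE 0.40, adjusted p = 0.77) no difference passed. From 20 to 25 DPA it rose in 5917 (log2 fold change 1.24, SE 0.26, adjusted p = 0.0096), a call lost without 5917 20 DPA replicate 1 (adjusted p = 0.06) or 2 (adjusted p = 0.052).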

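TUBB5 (Gbar_D11G033670; D11, positions 65956343 to 65959701), a beta-tubulin gene, was lower in PimaS-7 than in 5917 at 35 DPA, at 167 ± 67.9 against 1420 ± 370 CPM (log2 fold change -3.09, SE 0.43, adjusted p = 0.0061 from edgeR's quasi-likelihood test), and at 15 DPA (log2 fold change -1.10, SE 0.10, adjusted p = 0.00033), the latter not by limma. At 30 DPA the difference did not pass (log2 fold change -1.43, SE 0.36, adjusted p = 0.051), while DESeq2, the fit of all 48 libraries (adjusted p = 0.00025) and edgeR without 5917 30 DPA replicate 2 (adjusted p = 0.024) called it lower. The gene rose from 20 to 25 DPA in PimaS-7 (log2 fold change 1.29, SE 0.21, adjusted p = 0.0057), though not by limma, and in 5917 (log2 fold change 1.27, SE 0.35, adjusted p = 0.028), the latter lost without 5917 20 DPA replicate 1 (adjusted p = 0.11), 2 (adjusted p = 0.11) or 3 (adjusted p = 0.14), and at log2 fold change 0.88 without 5917 25 DPA replicate 2.

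At3g05520 (Gbar_D11G029020; D11, positions 58622406 to 58626370), a match of a subunit of the F-actin capping protein, was lower in PimaS-7 at 35 DPA, at 22 ± 9.34 against 104 ± 25.5 CPM (log2 fold change -2.24, SE 0.36, adjusted p = 0.009). At 30 DPA it was lower (log2 fold change -1.10, SE 0.25, adjusted p = 0.039), a call lost without any of 5 libraries, with adjusted p from 0.066 (without PimaS-7 30 DPA replicate 1) to 0.17 (without replicate 2), and by limma.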

*Gbar_D11G033670* and *Gbar_D11G029020* were selected from the MEgreen module, which were significantly related to fiber development in 25 and 30 DPA.

**Fig. 3.**
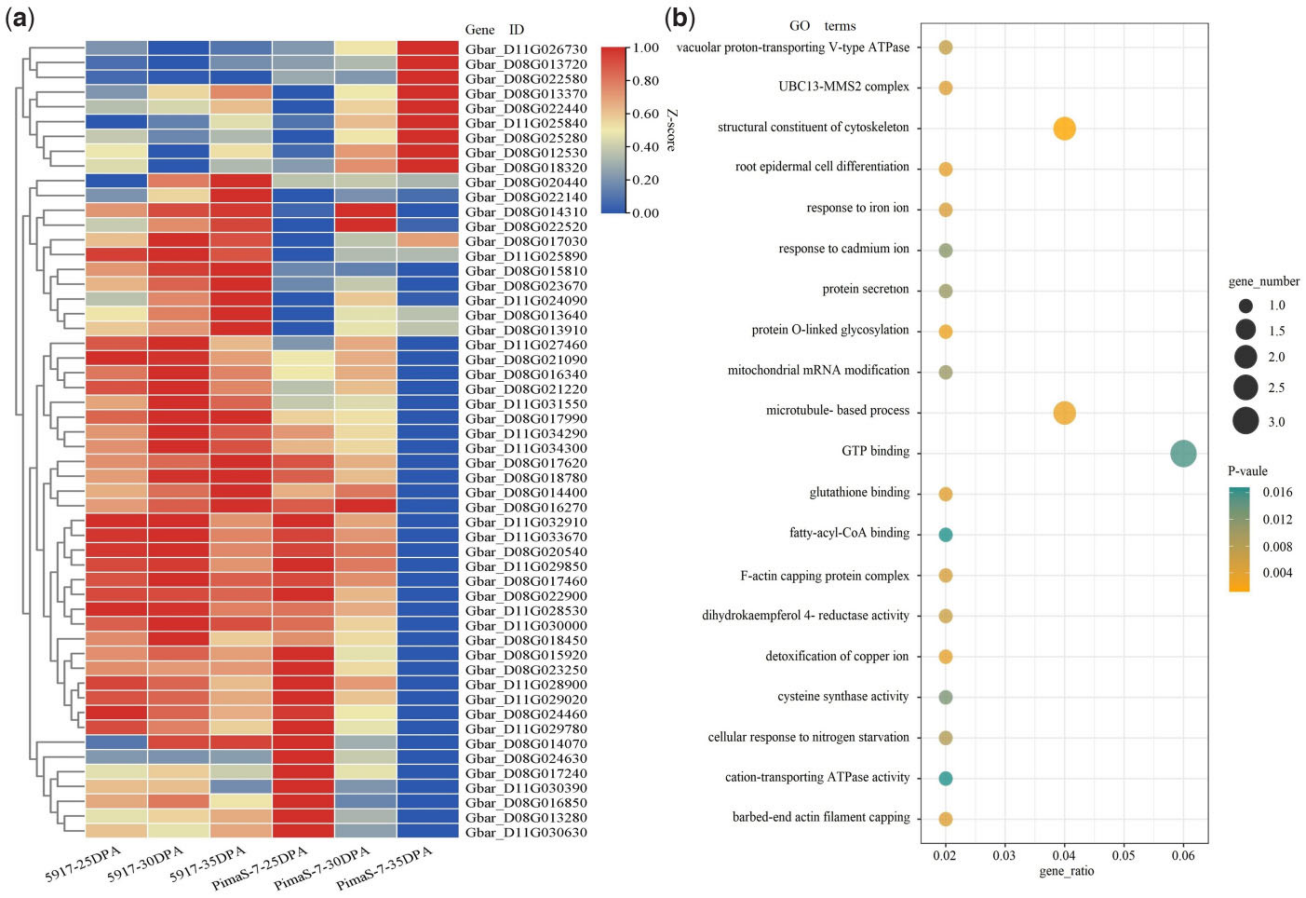
Analysis of the 55 DEGs related to FS. a) Heat map of RNA-seq data of 55 DEGs in 25 DPA, 30 and 35 DPA. Red means high expression. b) GO enrichment analysis of 55 DEGs. The importance of the GO term increases as the *P*-value decreases, gene_number represents the number of genes enriched in each term.

### Confirmation of RNA-seq results by qRT-PCR

qRT-PCR was performed to confirm the RNA-seq data of 5 DEGs (Fig. 4a; Supplementary Table 12). 

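By the deposited FPKM the stage of the highest mean is shared by the materials only for SP1L2, 35 DPA in both. TUBB1, TUBB5 and WDL2 were highest at 30 DPA in 5917, at 1560 ± 393, 888 ± 212 and 202 ± 34.2 FPKM. In PimaS-7 they were highest at 25 DPA, at 1260 ± 422, 777 ± 174 and 201 ± 34.9. At3g05520 was highest at 15 DPA in 5917 and at 20 DPA in PimaS-7 (106 ± 7.71). No test compared the highest stages.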

The qRT-PCR results showed that the expression trends of *Gbar_D11G032910*, *Gbar_D08G020540*, *Gbar_D11G033670*, *Gbar_D08G013370*, and *Gbar_D11G029020* in PimaS-7 and 5917 were similar with the transcriptome. The result of linear regression analysis was used to prove that the qRT-PCR results and RNA-seq were significantly correlated (Fig. 4b).

**Fig. 4.**
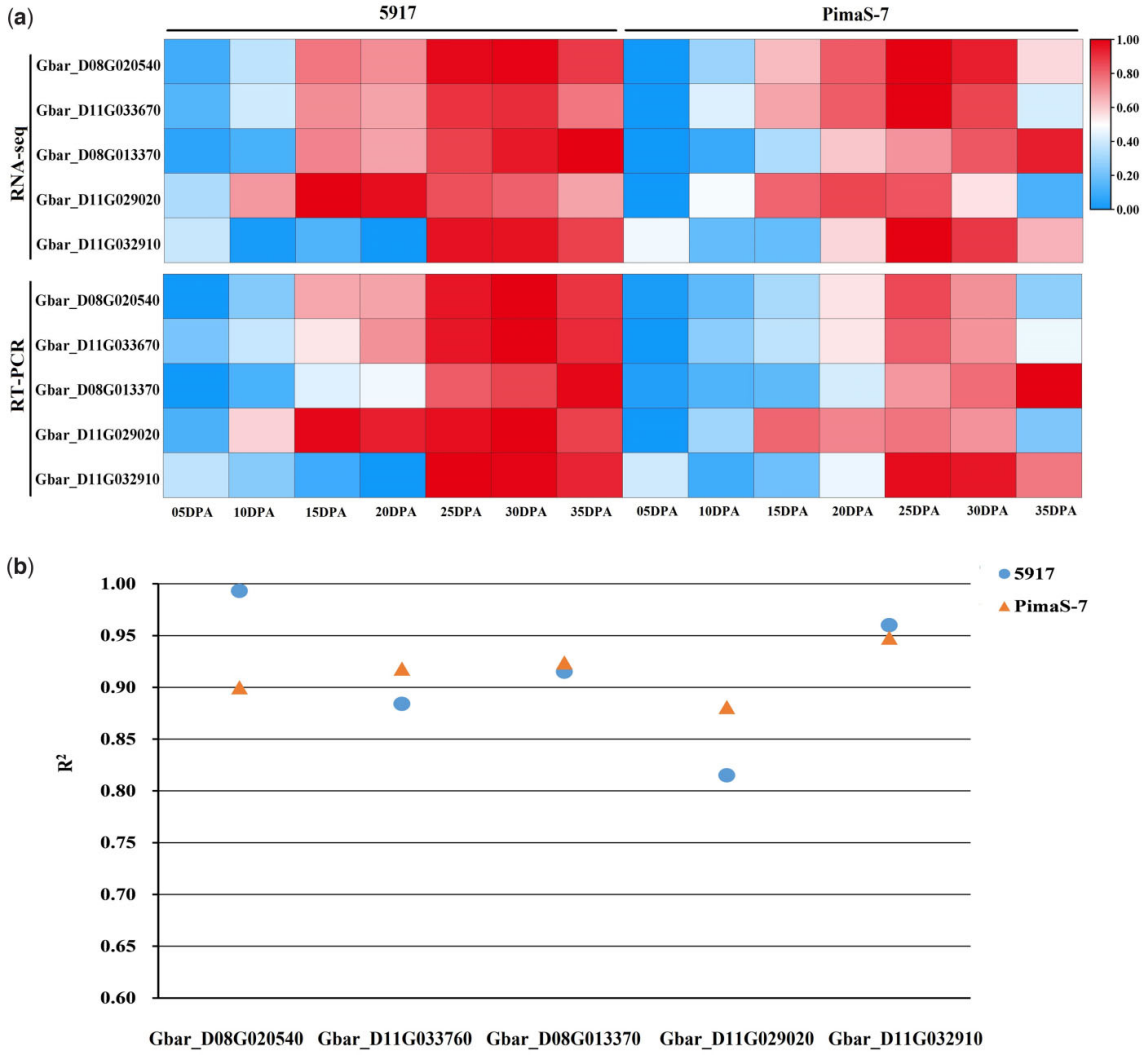
Confirm of expression level of 5 DEGs by qRT-PCR. a) The heat map of qRT-PCR results and RNA-seq data of 5 DEGs in PimaS-7 and 5917. b) Linear regression analysis between qRT-PCR results and RNA-seq data of 5 DEGs. The *R*^2^ value represents the correlation between the RNA-seq data and qRT-PCR results of the 2 materials. Each times represents the fold-change expression level compared with 00 DPA, that were converted by log2 standardization.

To further confirm the expression patterns of the 5 DEGs, 4 high-FS materials, and 4 low-FS materials were selected from the *G. barbadense* accessions (Table 1), and qRT-PCR was performed (Supplementary Fig. 2). During 0–15 DPA, the expression patterns of 8 materials were similar to those of the 2 parents. In 20 DPA, the upregulation of 4 gene expression levels in high-FS materials gradually became greater than those in low-FS materials. At 25–30 DPA, the expression of the 5 DEGs in all materials showed a rapid upward trend as a whole, and the rate of increase in gene expression level was increased in high-FS materials relative to that in the other group. In 35 DPA, the gene expression level of high-FS materials continued to grow, whereas that of the other group decreased. This indicates that during the secondary wall-thickening stage, the expression trends of the 5 DEGs were similar to those of the 2 parents, and the main difference lies on the difference in gene expression levels.

**Table 1.** The list of fiber quality traits of *G. barbadense* accessions.

Name	Fiber length	Fiber strength	Micronaire	Fiber elongation	Fiber uniformity	Fiber maturity	Spinning consistence index
Xinhai30	33.97 ± 0.62	52.25 ± 2.74	4.22 ± 0.26	5.50 ± 0.43	87.71 ± 0.67	0.87 ± 0.00	219.32 ± 16.76
Xinhai31	33.63 ± 0.52	52.16 ± 2.57	4.65 ± 0.04	5.49 ± 1.03	88.24 ± 0.68	0.88 ± 0.00	222.61 ± 8.49
SI	34.13 ± 1.42	52.15 ± 5.27	4.46 ± 0.21	4.90 ± 0.67	87.91 ± 1.07	0.88 ± 0.00	221.77 ± 20.00
C6015	34.82 ± 1.27	50.56 ± 3.83	4.59 ± 0.06	4.96 ± 0.86	87.55 ± 1.70	0.88 ± 00.00	213.56 ± 14.84
65-3049-6	32.06 ± 0.64	31.09 ± 5.34	4.22 ± 0.48	7.79 ± 0.78	85.54 ± 0.28	0.84 ± 0.00	154.05 ± 20.77
65-3080-2	37.93 ± 0.68	33.83 ± 3.21	3.08 ± 0.22	5.66 ± 0.73	84.65 ± 0.87	0.83 ± 0.00	178.05 ± 5.68
Ashmont	25.05 ± 1.95	29.66 ± 2.08	5.44 ± 0.58	8.25 ± 1.32	81.38 ± 0.60	0.87 ± 0.01	100.32 ± 11.13
75-86	33.98 ± 0.65	29.94 ± 1.30	4.23 ± 0.41	5.75 ± 0.95	84.64 ± 0.86	0.86 ± 0.00	146.08 ± 2.95

### Correlation between the expression levels of the 5 DEGs and FS in *G. barbadense* accessions

To study the relationship between the expression levels of the 5 DEGs and FS, correlation analysis was performed on 8 materials at different fiber development times and FS (Table 2). At 5–20 DPA, there was no correlation between the expression levels of 4 DEGs (*Gbar_D11G033670*, *Gbar_D08G020540*, *Gbar_D11G029020*, and *Gbar_D08G013370*) in *G. barbadense* accessions and FS data, except for *Gbar_D11G032910*. This was consistent with the RNA-seq results, where the DEG expression level was low in the early stages of fiber development. 

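In ovules TUBB1 was at 0.103 ± 0.179 FPKM in PimaS-7 and 0.136 ± 0.123 in 5917, TUBB5 at 3.26 ± 0.233 and 5.15 ± 0.603, At3g05520 at 5.42 ± 1.02 and 4.46 ± 0.654 and SP1L2 at 6.59 ± 0.259 and 4.08 ± 0.396. At 5 DPA these 4 genes were, in the same order, at 0.293 ± 0.117 and 0.912 ± 0.649, 12.7 to 24.6 and 47.2 to 50.8 over the libraries, 12.3 ± 1.54 and 23 ± 3.38, and 7.37 ± 0.853 and 5.81 ± 0.762. TUBB1 was at 3.29 ± 2.39 and 8.21 ± 1.95 at 10 DPA, and SP1L2 at 10.7 ± 3.71 and 7.62 ± 0.948. TUBB5 was at 90.5 ± 5.27 and 129 ± 14.8 by then, and At3g05520 at 41.2 ± 4.58 and 58.5 ± 7.96. WDL2 was in ovules at 22.5 ± 1.4 and 26.8 ± 5.09, at 5 DPA at 13.4 ± 2.71 and 10.3 ± 3.44, and at 10 DPA at 2.97 ± 0.853 and 1.56 ± 0.894. By 20 DPA TUBB1 was at 283 ± 41.8 and 161 ± 7.27, and TUBB5 at 392 ± 21.4 and 369 ± 6.46. At3g05520 was then at 106 ± 7.71 and 116 ± 9.48, and SP1L2 at 99.7 ± 16.3 and 82.9 ± 8.93. WDL2 was at 23.4 ± 7.41 and 1.43 ± 0.292 at 20 DPA. The ovule values come from another tissue.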

Until the secondary wall-thickening stage, 5 DEGs were positively correlated in *G. barbadense* accessions with FS data. This result is consistent with the related gene expression levels, which showed a rapid increase at 25–30 DPA in the RNA-seq data. Therefore, the high expression of the 5 DEGs may be involved in regulating FS during the secondary wall-thickening stage.

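Between 25 and 30 DPA no candidate gene was called higher by edgeR in either material. In 5917 edgeR called 18 genes in all in this step, while DESeq2 called 202 higher and 1306 lower. A missing call there says little about a rise. In PimaS-7 TUBB1 (log2 fold change -1.12, SE 0.30, adjusted p = 0.032), TUBB5 (log2 fold change -1.12, SE 0.23, adjusted p = 0.014), WDL2 (log2 fold change -1.20, SE 0.20, adjusted p = 0.0084) and At3g05520 (log2 fold change -1.42, SE 0.23, adjusted p = 0.0071) fell by edgeR's quasi-likelihood test. For TUBB1 the call was lost without PimaS-7 25 DPA replicate 3 (adjusted p = 0.055), PimaS-7 30 DPA replicate 2 (adjusted p = 0.11) or 3 (adjusted p = 0.081). It was also lost without PimaS-7 25 DPA replicate 2, by limma, in the fit of all 48 libraries and with the replicate number as a block. For TUBB5 it was lost without PimaS-7 30 DPA replicate 2 (adjusted p = 0.064), with log2 fold change -0.87 without PimaS-7 25 DPA replicate 2. Limma on log2(FPKM + 1) did not call TUBB5, WDL2 or At3g05520 in this step. In 5917 the mean FPKM at 25 and 30 DPA was 1430 ± 404 and 1560 ± 393 for TUBB1 and 190 ± 33 and 267 ± 128 for SP1L2. In PimaS-7 SP1L2 was at 154 ± 57.8 and 254 ± 46.8, a rise that did not pass (log2 fold change 0.32, SE 0.30, adjusted p = 0.45). TUBB1, TUBB5 and WDL2 had been called higher from 20 to 25 DPA in both materials, and the tubulin genes also from 5 to 10 and from 10 to 15 DPA.

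**Figure D2:**
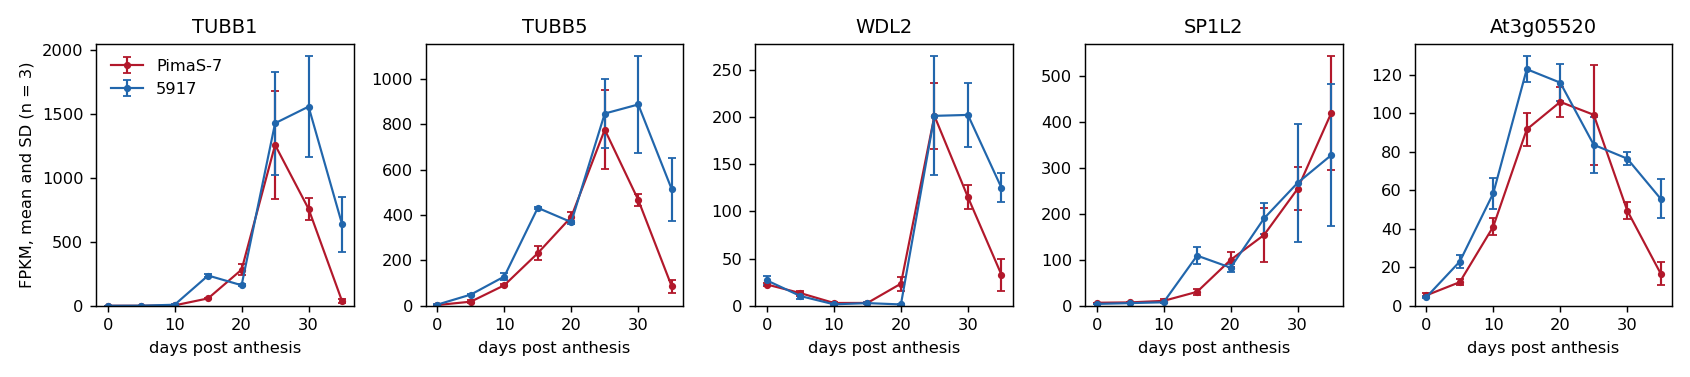
FPKM of the 5 candidate genes over the 8 stages in PimaS-7 and 5917, as mean and SD of 3 libraries. The means of TUBB1, TUBB5 and WDL2 are highest at 25 DPA in PimaS-7 and at 30 DPA in 5917.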

**Table 2.** Correlation analysis of gene expression level and FS of *G. barbadense* accessions with 5 DEGs.

	Gbar_D08G013370	Gbar_D11G029020	Gbar_D11G032910	Gbar_D11G033670	Gbar_D08G020540
05 DPA	0.111	0.196	0.524	0.317	0.445
10 DPA	0.240	0.622	0.297	0.090	0.648
15 DPA	0.341	0.668	0.876**	−0.240	0.135
20 DPA	0.406	0.701	0.897**	0.047	0.229
25 DPA	0.851**	0.840**	0.907**	0.366	0.748*
30 DPA	0.920**	0.938**	0.807*	0.819*	0.868**
35 DPA	0.904**	0.975**	0.912**	0.808*	0.945**

*Correlation is significcnt at 0.05 level (2-tailed). **Correlation is significcnt at 0.01 level (2-tailed)

## Discussion

### Combined analysis of QTL mapping and RNA-seq enables the study of FS in secondary wall-thickening stage

With continuous improvements in the sequencing of the cotton genome, many important genes related to cotton quality are being discovered. Transcriptome technology is widely used to study fiber quality traits in cotton (Lee *et al.* 2007; Yoo and Wendel 2014; Naoumkina *et al.* 2015; Li, Wang, *et al.* 2017) and it further combines QTL, GWAS, TWAS, and eQTL networks to provide more strategies for the improvement of fiber length and FS (Li, Cheng, *et al.* 2018; Li *et al.* 2020). Based on the RNA-seq data of the near-isogenic lines NMGA-062 and NMGA-105 combined with QTL mapping, the candidate genes were finally determined (Li, Wu, *et al.* 2017). Kashif Shahzad used *G. hirsutum* inbred lines and hybrids as materials; RNA-seq, QTL, and gene coexpression network analyses were performed, and *Gh_A03G1024*, *Gh_D08G1440*, and *Gh_A08G2210* were determined as candidate genes (Shahzad *et al.* 2020). Therefore, in the present study, the combined analysis of QTL and RNA-seq was selected to explore the genes associated with FS. In addition, numerous existing studies on fiber quality traits were mostly based on the exploration of fiber cell protrusion and fiber elongation and usually with the *G. barbadense* fragment inserted in a single background of *G. hirsutum* as the research background (Islam *et al.* 2016). It cannot be ignored that due to the different genetic backgrounds of the 2 genomes, the growth period of *G. barbadense* was longer than that of *G. hirsutum*, and the 4 stages of fiber development were also different in *G. hirsutum* (Gilbert *et al.* 2014). Therefore, most genes identified as candidate genes in different research materials may be due to the differences between the species (Chen *et al.* 2012). The completion of gene sequencing of *G. barbadense* provides an accurate reference genome for the study of FS traits under the background of a single *G. barbadense* (Wang *et al.* 2019). In the present study, 2,601 genes of D03, D08, and D11 were obtained from *G. barbadense* in Fan’s studies. These were believed to be related to FS. Next, transcriptome technology was used to sequence the 48 cDNA libraries with 2 types of materials from *G. barbadense*. After comparing the genes obtained by the 2 methods, a link was found between the results. These combined research methods were conducive for a more comprehensive study of the developmental mechanisms related to FS.

### Analysis of candidate genes related to FS

Functional analysis of related DEGs revealed that many genes were mainly involved in term such as the composition of structural constituents of the cytoskeleton and microtubule-based processes. Therefore, 5 DEGs were selected as representative genes in the main terms and further verified by qRT-PCR. The results of qRT-PCR were consistent with the RNA-seq data, indicating that DEGs located in the main terms have regulatory effects on FS. Previous studies showed that cellulose and pectin are important components of plant cell walls and play an important role in fiber cells (Gilbert *et al.* 2013; Sun *et al.* 2020). Cellulose synthase 6 (*CesA6*) mutants show a strong cellulose deficiency, and hence a short hypocotyl phenotype is observed in *Arabidopsis* (Hematy *et al.* 2007). Therefore, DEGs involved in the regulation of cell wall composition during the secondary wall-thickening stage were more likely to regulate FS.

The main components of cytoskeletons are microtubules and actin. *Gbar_D11G029020* encodes a capping protein with 303 amino acids, which does not depend on Ga^2+^-bound actin. As the main component of microfilaments, actins, like tubulins, regulate the transport of intracellular substances and maintain the cytoskeleton stability (Mathur *et al.* 2003). In upland cotton, *GhXLIM6*, *GhWLIM2*, *GhWLIM5*, and *GhPLIM1* were highly expressed during the secondary cell wall-thickening stage (Zhao *et al.* 2010; Li *et al.*^2013^, ^2015^). When the expression of *GhXLIM6* was inhibited, its association with F-actin in cotton fibers was destroyed, and the actin cytoskeletons were distorted, which seriously affected the formation of fiber length and FS (Li, Wang, *et al.* 2018). Other studies also proved that regulating actin can cause fiber elongation defects and affect microtubules and the direction of cellulose deposition (Li *et al.* 2005; Wang *et al.* 2010; Cao *et al.* 2021). Therefore, the persistent high expression of *Gbar_D11G029020* during the secondary cell wall-thickening stage may help maintain cell wall stability to enhance FS.

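At3g05520 declined after 25 DPA in PimaS-7. It was at 99.3 ± 26.1 FPKM at 25 DPA, 49.5 ± 4.55 at 30 DPA and 16.7 ± 6.1 at 35 DPA, against 83.7 ± 14.5, 76.5 ± 3.5 and 55.6 ± 10.2 in 5917. From 30 to 35 DPA the fall in PimaS-7 passed edgeR's quasi-likelihood test (log2 fold change -1.62, SE 0.33, adjusted p = 0.046). The call was lost with DESeq2 size factors, without a filter on low counts and with the replicate number as a block. It was also lost without any of 5 libraries, with adjusted p from 0.077 (without PimaS-7 35 DPA replicate 3) to 0.19 (without PimaS-7 30 DPA replicate 2).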

*Gbar_D11G033670* and *Gbar_D08G020540* encode proteins with 447 and 444 amino acids, respectively, belonging to the *β*-tubulin group in microtubules. *Gbar_D11G032910* encodes a protein with 360 amino acids that contains a TPX2 domain belonging to microtubule-associated proteins. Microtubules are hollow tubular structures that run longitudinally along the cell wall. They play an important role in biological processes as structural components of the cytoskeleton for vesicle transport and cell wall deposition (Seagull 1998; Sedbrook and Kaloriti 2008). In *Arabidopsis*, *ATWVD2* can interact with microtubules, promote microtubule bundling, and play an important role in polar cell elongation (Perrin *et al.* 2007). The overexpression of *ATWDL3* and RNAi-downregulated lines showed shorter and longer hypocotyl cells than the wild-type, respectively (Liu *et al.* 2013). Previous research on microtubules genes in cotton mainly focused on fiber quality in the early stage of fiber development in *G. hirsutum* (Li, Wu, *et al.* 2017; Qin *et al.* 2019; Zou *et al.* 2019). Research on microtubules is gradually increasing. Microtubule genes are deemed to have specific expression levels in different tissues and organs (Tuttle *et al.* 2015), and multiple microtubule genes are highly expressed during fiber development and are regulated by hormones (Islam *et al.* 2016). *GhWDLA7* possibly regulates FS through its interaction with *GhTUA2* (Lei *et al.* 2019).

*Gbar_D08G013370* encodes the protein SPIRAL1-like 2. Studies showed that the interaction of SPIRAL1-like 2 and SPIRAL1-like 1 could regulate cortical microtubules required to grow anisotropic cells (Nakajima *et al.* 2006). Cellulose synthase interactive protein 1 (encodes by *CSI1*) connects the cellulose synthase in vesicles to cortical microtubules (Li *et al.* 2012). At the same time, neatly arranged cortical microtubules under the plasma membrane guide and regulate the synthesis direction and deposition rate of cellulose fibrils on the plasma membrane (Gutierrez *et al.* 2009; Zhong and Ye 2015). When the genes involved in cell wall rearrangement were affected, the transcription of cellulose synthase was inhibited (Gilbert *et al.* 2013). From this, we can speculate that the orderly arrangement of cortical microtubules not only affects the cytoskeletal structures, but also affects the deposition of cellulose. Therefore, the continuous high expression of representative DEGs in main terms such as cytoskeletal structures and microtubules in high-FS materials provide a direction for the study of FS. Although numerous existing studies could prove that the current cellulose synthase and microtubule candidate genes were able to affect the formation of FS by regulating the pathways of fiber formation, it is necessary to further explore the specific positions of different genes in the pathways.

## Conclusion

In summary, based on previous studies, 3 QTLs related to FS were relocated. The RNA-seq method was used to study the differences in gene expression at different fiber development stages between the 2 parents (PimaS-7 and 5917). Forty-eight cDNA libraries were constructed using RNA-seq, containing 2 materials and 3 biological replicates. Four specific modules closely related to the secondary wall-thickening stage were obtained using WGCNA. In genetic colocalization using QTL and RNA-seq, 55 candidate genes were identified. GO enrichment analysis showed that many DEGs mainly concentrated in GO term related to cytoskeletal structures and microtubules. The qRT-PCR results showed that the expression levels of the 5 representative genes in the main terms were significantly higher than those in low-FS materials during the secondary wall-thickening stage of fiber development. Results showed that *Gbar_D11G032910*, *Gbar_D08G020540*, *Gbar_D08G013370*, *Gbar_D11G033670*, and *Gbar_D11G029020* may regulate FS by playing a role in the composition of structural constituents of the cytoskeleton during fiber development.

## Data availability

Supplementary Fig. 1 contains Pearson’s correlation coefficient analysis of population parents. Supplementary Fig. 2 contains 5 DEGs were confirmed by qRT-PCR of *G. barbadense* accessions. The linkage map, RIL genotype, and RIL phenotype mean for fiber traits in Supplementary Tables 1–3. Supplementary Table 4 contains the marker intervals and the physical confidence intervals of the QTLs related FS. Supplementary Table 5 contains 2,601 genes were included in 3 QTLs physical position. Supplementary Table 6 contains summary of RNA-seq data. The RNA-seq raw data underlying this article are available in NCBI database with the accession number: GSE178945, at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178945. Supplementary Table 7 contains GO-term enrichment of 4 significant WGCNA modules. Supplementary Table 8 contains KEGG pathway enrichment of 4 significant WGCNA modules. Supplementary Table 9 contains 1,268 different expression genes were included in 3 QTLs physical position. Supplementary Table 10 contains the list of gene in 4 specific modules. Supplementary Table 11 contains description of 55 colocalized differentially expressed genes. Supplementary Table 12 contains primer sequences used in qRT-PCR.

Supplemental material is available at *G3* online.

## Supplementary Material

jkac167_Figure_S1

jkac167_Figure_S2

jkac167_Table_S1

jkac167_Table_S2

jkac167_Table_S3

jkac167_Table_S4

jkac167_Table_S5

jkac167_Table_S6

jkac167_Table_S7

jkac167_Table_S8

jkac167_Table_S9

jkac167_Table_S10

jkac167_Table_S11

jkac167_Table_S12

# Supplementary material for: Analysis of transcriptome data and quantitative trait loci enables the identification of candidate genes responsible for fiber strength in Gossypium barbadense
**Source:** G3 (Bethesda). 2022 Jul 26;12(9):jkac167. doi: 10.1093/g3journal/jkac167
**Supplement:** jkac167_Figure_S1

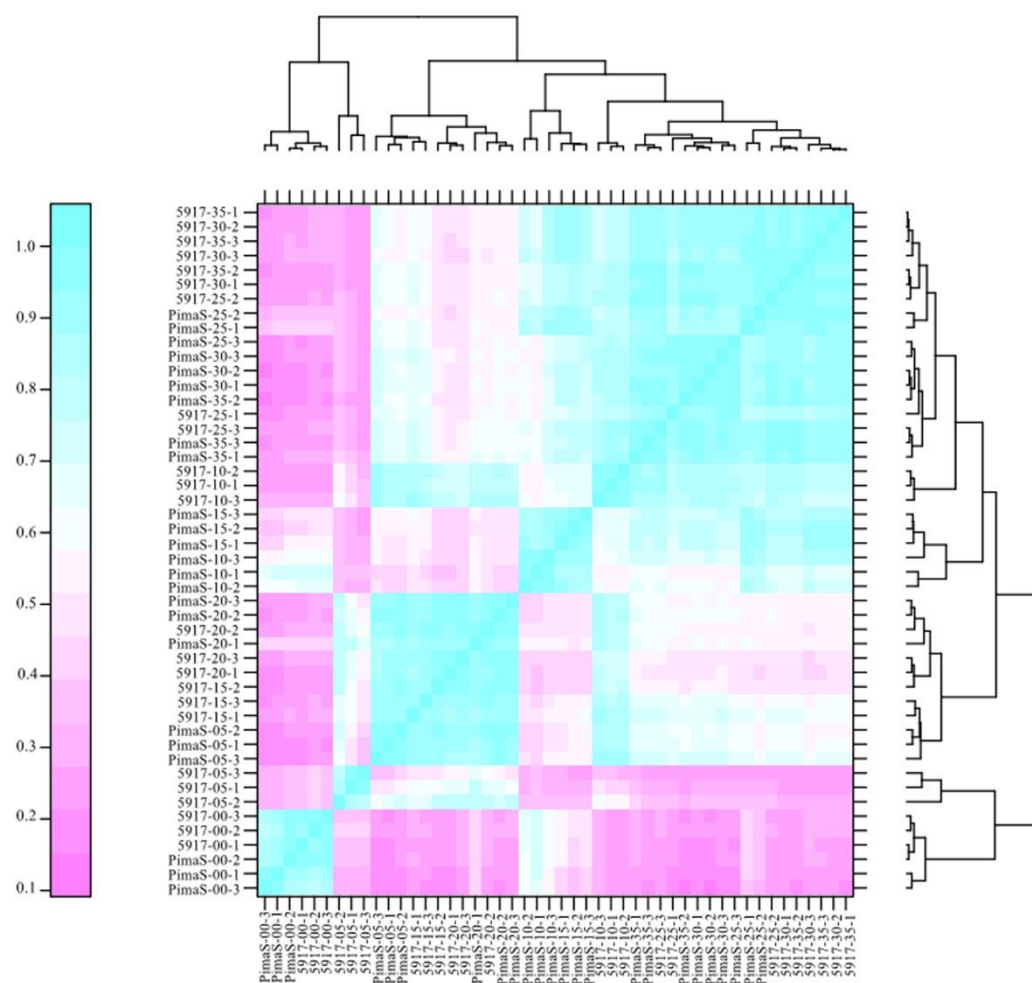

Figure S1. Pearson correlation coefficient analysis of RNA-seq data from fiber tissue of PimaS-7 and 5917 in different fiber development times.

# Supplementary material for: Analysis of transcriptome data and quantitative trait loci enables the identification of candidate genes responsible for fiber strength in Gossypium barbadense
**Source:** G3 (Bethesda). 2022 Jul 26;12(9):jkac167. doi: 10.1093/g3journal/jkac167
**Supplement:** jkac167_Figure_S2

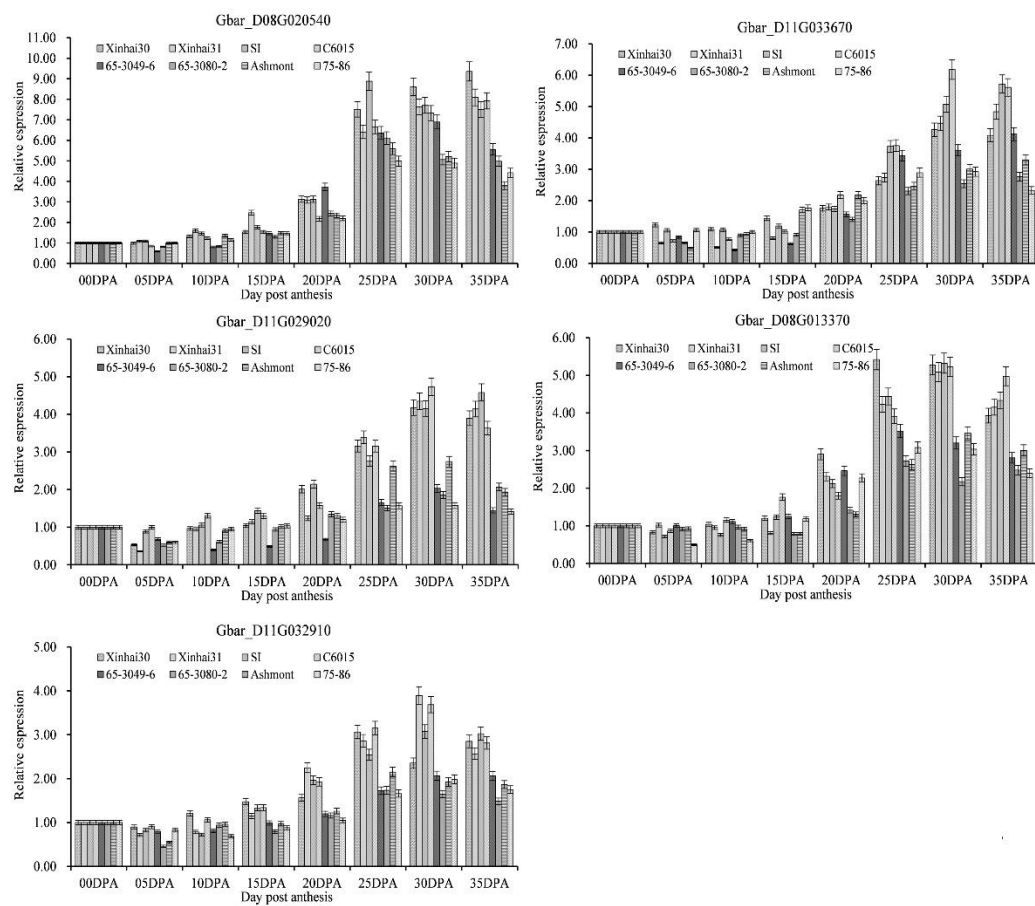

Figure S2. The expression patterns of five genes in eight *G. barbadense* accessions were further validated using qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

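RNA was measured in 48 libraries, 3 for each of PimaS-7 and 5917 at 0, 5, 10, 15, 20, 25, 30 and 35 DPA. By the paper's methods the 0 DPA samples are ovules and the others fibers. The paper speaks of 2 plants of the parent varieties and of 3 biological replicates, and the text searched does not say whether each replicate came from a separate plant, so the spread between replicates may not cover that between plants. The authors removed adapters and low-quality reads, aligned with HISAT2 to the Pima 3-79 genome HAU v2.0, and assembled and quantified with StringTie. The version of HISAT2 and the program that made the counts are not stated. The deposited values are 1 whole read count and 1 FPKM per gene and library, for 69337 genes, with no gene left out. The paper used R 3.6.3 and WGCNA v1.51.

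Total counts ranged from 28222056 to 43390702 per library, with a median of 32756789. Counts were compared with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr with a count minimum of 10) in R 4.3.3, with data.table 1.17.8 for reading. Each comparison was fitted on its own 6 libraries, and each interaction on its 12. A gene was called at an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change of at least 1. Alternatives were DESeq2 1.42.0 with its default filtering, DESeq2 size factors in edgeR, no filter on low counts, the replicate number as a block, limma 3.58.1 on log2(FPKM + 1) for genes with an FPKM above 0.5 in at least 3 libraries, 1 fit of all 48 libraries, and each library left out in turn.

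Expressed genes are those with an FPKM above 0.5 in at least 1 library. Correlations, principal components and variance shares were computed on log2(FPKM + 1) with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 9999 permutations of the labels. Module and connectivity lists are those of the paper's Table S10, with blue and magenta held in part and left out. An eigengene is the first principal component of a list's genes, and its r with an indicator of 1 group was tested with 100000 permutations. These moved single libraries, which takes replicates of a group as independent, and the p-values were adjusted over 14 relations. Genes at 0 in 1 group are given as a bound with a floor of 3 counts over the group.

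The genes named in the text follow a rule set before the data were examined. They are the 5 candidate genes and genes of Table S11, whose values in the paper had been seen, members of the fixed lists, and for each comparison genes among the 10 higher and 10 lower with the largest change. The latter carry a name in the part held of Table S5 or in Table S11, have groups that do not overlap, which chance gives in 10% of cases, and reach at least 5 CPM. At most 2 genes without a name per direction were added. The 15 lists are microtubule cytoskeleton, actin cytoskeleton, cellulose synthesis, expansins and xyloglucan enzymes, pectin enzymes, secondary wall regulators and lignin enzymes, cytosolic ribosomal proteins, chaperones and heat shock proteins, 26S proteasome subunits, vacuolar proton pumps, cell cycle and histones, photosynthesis, seed and embryo proteins, ethylene response factors, and peroxidases.

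The calls were tested on simulated data, negative binomial counts with the means and spread of the libraries and 100 changed genes of each size. Where many more genes change, the adjustment of p is less strict, so recovery in the real comparisons can be higher. For the 20 to 25 DPA step of PimaS-7 edgeR recovered 35% of changes of 1.5 log2 units and 86% of 3, with 11 false calls, and DESeq2 58% and 91% with 88. For the 25 to 30 DPA step of 5917 the values were 4% and 75% with 7, and 35% and 90% with 93. Between materials edgeR recovered 61% and 87% with 18 false calls at 15 DPA, and 14% and 65% with 8 at 35 DPA. At 15 DPA DESeq2 recovered 73% and 89% with 60 false calls, and at 35 DPA 49% and 84% with 117. For the interaction from 20 to 25 DPA edgeR recovered 26% of changes of 2 log2 units and 63% of 4, with 5 false calls, and from 25 to 30 DPA 13% and 60% with 1.

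Left out were enrichment tests, since names are held for 1712 genes and no annotation of the others, and the network itself, since beyond a power of 15 and a merge height of 0.25 its settings are not stated. Allele and copy specific counts were not made, as the reads were not used, so A and D copies and related tubulin genes can share reads. QTL mapping, fiber measurements and RT-qPCR were not recomputed.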

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

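All tests of explanations below were chosen after the results were seen.

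The steps of the materials differ. The material by stage interaction called 6747 genes from 20 to 25 DPA and 3992 from 25 to 30 DPA, and 3264 from 15 to 20 DPA, a step chosen after seeing the data. Leaving out 1 library gave 3558 to 9997, 796 to 8904 and 2613 to 3362 genes in the same order. Of 40 splits of the libraries drawn for each interaction, the real one had the most genes in each case. The highest other split had 3435, 116 and 1164. The other splits mix the materials within groups, which widens the spread. The real split could thus have the most genes without an interaction, and the splits do not decide this. From 20 to 25 DPA WDL2 was among the called genes (log2 fold change -3.78, adjusted p = 0.0017).

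From 15 to 20 DPA 80 genes changed in both materials in opposite directions and 3 in the same direction, and MYB86 (interaction log2 fold change 11.31, SE 0.68, adjusted p = 6.6e-06), TBL43 (6.66, SE 0.71, adjusted p = 0.00013) and CSLE6 (-4.68, SE 0.48, adjusted p = 9.8e-05) are among the 80. A technical candidate is an exchange of the 15 and 20 DPA labels of 5917. Both measures run the way an exchange would give: 5917 libraries labelled 20 DPA were nearer to 10 DPA (mean r 0.9318 against 0.9188) and those labelled 15 DPA nearer to 25 DPA (0.8521 against 0.8421), though in the latter the libraries overlap, and in PimaS-7 both run the other way. Another candidate is that 5917 may be ahead at 15 DPA. Over 5095 genes called between the materials there, the differences ran against the PimaS-7 changes from 20 to 25 DPA (r -0.40). An exchange would give this too. By eye, RT-qPCR in Fig. 4a has WDL2 of 5917 lower at 20 than at 15 DPA, as here, and TUBB5 and SP1L2 higher, unlike here, which does not settle it.

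Of the 55 genes of Table S11, 35 were lower in PimaS-7 at 35 DPA, 3 were higher and 17 did not pass. The median log2 fold change was -1.25. The 56 genes abundant in 0 DPA ovules stood at 1.27% of their ovule level in these PimaS-7 libraries and at 0.336% in 5917. This is too little for RNA of such ovules to make the difference. RNA of other tissue at 35 DPA stays open, as the genes were chosen on 0 DPA ovules. The r of PimaS-7 with its own ovules was 0.607 at 25 DPA and 0.705 at 35 DPA, against 0.652 and 0.627 in 5917. On the deposited FPKM the median was -0.74, and without 1 library it lay between -1.66 and -1.15, while the genes called lower fell from 35 to 22 on FPKM and to 11 without PimaS-7 35 DPA replicate 1. A candidate explanation is that PimaS-7 may be further along its own late course. Over 7996 genes called between the materials at 35 DPA, the differences followed its changes from 25 to 30 DPA (r 0.47, 82% with the same sign). They did not follow those from 20 to 25 DPA (r -0.22 over 7647 genes, 31.1%). These values are for called genes in general, not for the Table S11 genes as a set. Whether 5917 takes that course is open. Over all 43600 genes tested in both materials, their changes from 25 to 30 DPA had r -0.07. From 30 to 35 DPA r was 0.39 over 42979 genes. Only 14 and 8 of these genes were called in 5917, so neither r decides it.

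For each comparison of 3 libraries with 3, the real split called the most genes of 10, and the splits are too few for a share under 0.05. The real counts in PimaS-7 were 8190, 10520, 5866, 2614, 6437, 8500 and 1889 over the 7 steps, and the highest other splits 2, 1, 5, 3, 2, 1 and 1. In 5917 they were 12625, 11324, 9276, 164, 11944, 18 and 8, against 1, 1, 4, 22, 1, 2 and 2. Between materials from 0 to 35 DPA they were 1273, 2445, 2432, 5759, 4025, 3165, 3616 and 8370, against 2, 2, 3, 3, 2, 1, 0 and 1.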

How the results depend on the processing

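The choices listed as planned were set before the data were examined, and the 15 to 20 DPA interaction and its alternatives were chosen after. Of the values of single genes named in the text, 112 of 114 kept their direction and their side of the threshold under DESeq2, 112 of 114 with DESeq2 size factors in edgeR, 113 of 114 without a filter on low counts, 106 of 110 in 1 fit of all 48 libraries, 102 of 114 with a replicate block and 96 of 110 with limma on log2(FPKM + 1). Over the leave-outs of 1 library, each with an arm of 2 libraries, 646 of 708 did so. Most of these genes were picked for large changes called in the main fit, so these shares do not hold for all calls. Of 3165 genes called between materials at 25 DPA, 897 to 2686 were called the same way without 1 library. At 15 DPA it was 4337 to 4646 of 5759. The number of expressed genes, the union of called genes, the interval genes called, the connectivity counts, the candidate genes and the gene lists stayed within 1.5 times of 58894, 37466, 1211, 1320, 49 and 434 under the alternatives run for each. Limma and the leave-outs were not run for the union, the interval genes and the gene lists.

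With limma on log2(FPKM + 1), which tested 38251 in place of 45667 genes between materials at 15 DPA, the counts were 5127 in place of 8190 for PimaS-7 from 0 to 5 DPA, 6456 in place of 10520 for PimaS-7 from 5 to 10 DPA, 2446 in place of 5866 for PimaS-7 from 10 to 15 DPA, 1425 in place of 2614 for PimaS-7 from 15 to 20 DPA, 3903 in place of 6437 for PimaS-7 from 20 to 25 DPA, 5249 in place of 8500 for PimaS-7 from 25 to 30 DPA, 6374 in place of 11324 for 5917 from 5 to 10 DPA, 4759 in place of 9276 for 5917 from 10 to 15 DPA, 95 in place of 164 for 5917 from 15 to 20 DPA, 7201 in place of 11944 for 5917 from 20 to 25 DPA, 1611 in place of 2445 between materials at 5 DPA, 1215 in place of 2432 between materials at 10 DPA, 2502 in place of 5759 between materials at 15 DPA, 1868 in place of 4025 between materials at 20 DPA and 1954 in place of 3165 between materials at 25 DPA. Under this alternative the difference of SP1L2 between the materials turned, to log2 0.02 at 30 DPA and 0.41 at 35 DPA, from -0.42 and -0.17, none of which passed the test. The median log2 fold change of all genes on this scale was -0.32 for PimaS-7 and -0.34 for 5917 from 5 to 10 DPA, -0.36 for 5917 from 0 to 5 DPA, 0.31 for PimaS-7 from 25 to 30 DPA, and between materials 0.32 at 30 DPA and 0.45 at 35 DPA. With TMM it was 0.15 for PimaS-7 from 25 to 30 DPA and between materials at 35 DPA. The cause was not tested.

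With DESeq2 the counts were 4993 in place of 1889 for PimaS-7 from 30 to 35 DPA, 377 in place of 164 for 5917 from 15 to 20 DPA, 1508 in place of 18 for 5917 from 25 to 30 DPA, 829 in place of 8 for 5917 from 30 to 35 DPA, 2193 in place of 1273 between materials at 0 DPA, 6084 in place of 3165 between materials at 25 DPA, 6790 in place of 3616 between materials at 30 DPA and 8274 in place of 3992 for the material by stage interaction from 25 to 30 DPA. Without a filter on low counts they were 1224 in place of 1889 for PimaS-7 from 30 to 35 DPA, 355 in place of 18 for 5917 from 25 to 30 DPA and 28 in place of 8 for 5917 from 30 to 35 DPA. In 1 fit of all 48 libraries, which shares the spread over all groups, they were 5560 in place of 1889 for PimaS-7 from 30 to 35 DPA, 24 in place of 164 for 5917 from 15 to 20 DPA, 2202 in place of 18 for 5917 from 25 to 30 DPA, 771 in place of 8 for 5917 from 30 to 35 DPA, 7961 in place of 3165 between materials at 25 DPA and 8433 in place of 3616 between materials at 30 DPA. The cause was not tested.

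With a replicate block the counts were 1635 in place of 2614 for PimaS-7 from 15 to 20 DPA, 0 in place of 1889 for PimaS-7 from 30 to 35 DPA, 17 in place of 164 for 5917 from 15 to 20 DPA, 53 in place of 18 for 5917 from 25 to 30 DPA, 3 in place of 8 for 5917 from 30 to 35 DPA, 717 in place of 1273 between materials at 0 DPA, 1498 in place of 2432 between materials at 10 DPA, 2379 in place of 4025 between materials at 20 DPA and 2544 in place of 3992 for the material by stage interaction from 25 to 30 DPA. For PimaS-7 from 30 to 35 DPA 10197 genes had an unadjusted p under 0.05 with the replicate block. The block also ended 12 calls of single genes, not all of them marked at the gene. Among them are ACT7, SP1L2 and TUBB5 in 5917 from 20 to 25 DPA and Gbar_D07G006470 in 5917 from 25 to 30 DPA. The replicate numbers pair no samples by the paper, and in no comparison was each library closest to the library of its own number.

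Leaving out 1 library moved these counts by more than 1.5 times. The counts were for PimaS-7 from 15 to 20 DPA 1676 without PimaS-7 15 DPA replicate 1 and 2590 without PimaS-7 20 DPA replicate 3, for PimaS-7 from 25 to 30 DPA 4091 without PimaS-7 30 DPA replicate 2 and 8968 without PimaS-7 30 DPA replicate 1, for PimaS-7 from 30 to 35 DPA 0 without PimaS-7 30 DPA replicate 2 and 3193 without PimaS-7 35 DPA replicate 2 and for 5917 from 15 to 20 DPA 43 without 5917 20 DPA replicate 1 and 112 without 5917 20 DPA replicate 2. Other ranges were for 5917 from 25 to 30 DPA 3 without 5917 30 DPA replicate 2 and 92 without 5917 25 DPA replicate 3, for 5917 from 30 to 35 DPA 5 without 5917 30 DPA replicate 3 and 27 without 5917 35 DPA replicate 1, between materials at 0 DPA 787 without PimaS-7 0 DPA replicate 2 and 1262 without 5917 0 DPA replicate 1 and between materials at 5 DPA 1154 without 5917 5 DPA replicate 1 and 2635 without PimaS-7 5 DPA replicate 2. Further ranges were between materials at 10 DPA 1174 without PimaS-7 10 DPA replicate 1 and 3230 without 5917 10 DPA replicate 1, between materials at 20 DPA 2368 without 5917 20 DPA replicate 3 and 4814 without 5917 20 DPA replicate 2, between materials at 25 DPA 925 without PimaS-7 25 DPA replicate 3 and 4677 without 5917 25 DPA replicate 2 and between materials at 30 DPA 902 without PimaS-7 30 DPA replicate 2 and 4017 without 5917 30 DPA replicate 2. Also moved were the counts between materials at 35 DPA 3626 without PimaS-7 35 DPA replicate 1 and 11325 without PimaS-7 35 DPA replicate 2, for the material by stage interaction from 20 to 25 DPA 3558 without PimaS-7 20 DPA replicate 1 and 9997 without 5917 25 DPA replicate 2 and for the material by stage interaction from 25 to 30 DPA 796 without PimaS-7 30 DPA replicate 2 and 8904 without 5917 25 DPA replicate 2. The leave-outs that moved a count this far were 6 of 6 in PimaS-7 from 30 to 35 DPA, 5 of 6 in 5917 from 15 to 20 DPA, 6 of 6 in 5917 from 25 to 30 DPA, 3 of 6 in 5917 from 30 to 35 DPA, 3 of 6 between materials at 0 DPA, 3 of 6 between materials at 5 DPA, 4 of 6 between materials at 10 DPA, 3 of 6 between materials at 20 DPA, 5 of 6 between materials at 25 DPA, 3 of 6 between materials at 30 DPA, 5 of 6 between materials at 35 DPA, 3 of 12 for the material by stage interaction from 20 to 25 DPA and 11 of 12 for the material by stage interaction from 25 to 30 DPA. Without PimaS-7 35 DPA replicate 1, 9980 genes had an unadjusted p under 0.05 from 30 to 35 DPA in PimaS-7. The difference of SP1L2 at 35 DPA turned to 0.32 without 5917 35 DPA replicate 2, and the lowest was -0.39 without PimaS-7 35 DPA replicate 3. These fits hold fewer libraries, and no further cause was tested.

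The median correlation of replicates was 0.9632 on FPKM without log in place of 0.9741. The first principal component held 41.7% of the variance on FPKM without log, 45.1% on log2(FPKM + 0.1), 41.9% with each gene scaled to unit variance and 43.4% without the 0 DPA ovules, in place of 47.3%. The share of stage was 77.1% on FPKM without log, 70.8% on log2(FPKM + 0.1), 76.6% over all genes and 69.5% without the ovules, in place of 76.7%. The mean r of the module eigengenes over 7 relations was 0.071 on FPKM without log, 0.088 without replicate 3 of each group and 0.124 without replicate 2, in place of 0.109. The cause was not tested.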

Differences from the paper's values

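Values of Fig. 1c were read by eye and are given as about. The alternatives set before the data were examined are DESeq2, other size factors, no filter on low counts, a replicate block, limma on log2(FPKM + 1), 1 fit of all 48 libraries and 6 leave-outs. No such alternative brings the following counts to within 1.5 times of the paper's.

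Genes in all: 7346 in the paper and 18 here for 5917 from 25 to 30 DPA and 1217 in the paper and 8190 here for PimaS-7 from 0 to 5 DPA. Higher genes: about 1200 in the paper and 72 here for 5917 from 15 to 20 DPA, about 2500 in the paper and 6919 here for 5917 from 20 to 25 DPA, 4067 in the paper and 5 here for 5917 from 25 to 30 DPA, about 880 in the paper and 6 here for 5917 from 30 to 35 DPA, about 46 in the paper and 1362 here for PimaS-7 from 15 to 20 DPA, 5657 in the paper and 2824 here for PimaS-7 from 20 to 25 DPA and about 77 in the paper and 5164 here for PimaS-7 from 25 to 30 DPA. Lower genes: about 1100 in the paper and 92 here for 5917 from 15 to 20 DPA, 3279 in the paper and 13 here for 5917 from 25 to 30 DPA, about 2100 in the paper and 2 here for 5917 from 30 to 35 DPA, about 60 in the paper and 1252 here for PimaS-7 from 15 to 20 DPA and about 460 in the paper and 3336 here for PimaS-7 from 25 to 30 DPA. The paper's total of 1217 for PimaS-7 from 0 to 5 DPA stands beside 6904 higher and 4101 lower genes in the same sentence, and equals its count between materials at 0 DPA.

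For PimaS-7 from 20 to 25 DPA the number of genes in all is 9936 in the paper and 6437 here, and these settings come to within 1.5 times of it: DESeq2, all 48 libraries in one fit, without PimaS-7 25 DPA replicate 2. For 5917 from 10 to 15 DPA the number of higher genes is about 2100 in the paper and 3858 here, and these settings come to within 1.5 times of it: limma on log2(FPKM + 1). For 5917 from 0 to 5 DPA the number of higher genes is about 4600 in the paper and 7278 here, and these settings come to within 1.5 times of it: limma on log2(FPKM + 1), without 5917 5 DPA replicate 2. For PimaS-7 from 30 to 35 DPA the number of higher genes is about 220 in the paper and 747 here, and these settings come to within 1.5 times of it: without PimaS-7 30 DPA replicate 3. For 5917 from 5 to 10 DPA the number of lower genes is 4293 in the paper and 7091 here, and these settings come to within 1.5 times of it: all 48 libraries in one fit, limma on log2(FPKM + 1), replicate block, without 5917 10 DPA replicate 2, without 5917 10 DPA replicate 3, without 5917 5 DPA replicate 1, without 5917 5 DPA replicate 3. For 5917 from 10 to 15 DPA the number of lower genes is about 2300 in the paper and 5418 here, and these settings come to within 1.5 times of it: limma on log2(FPKM + 1). For 5917 from 20 to 25 DPA the number of lower genes is about 3000 in the paper and 5025 here, and these settings come to within 1.5 times of it: limma on log2(FPKM + 1), replicate block, without 5917 20 DPA replicate 1, without 5917 20 DPA replicate 3. For 5917 from 0 to 5 DPA the number of lower genes is about 2600 in the paper and 5347 here, and these settings come to within 1.5 times of it: all 48 libraries in one fit. For PimaS-7 from 30 to 35 DPA the number of lower genes is about 180 in the paper and 1142 here, and these settings come to within 1.5 times of it: without PimaS-7 35 DPA replicate 3.

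The paper gives r² of modules with groups, and its p-values fit r. For the black module with PimaS-7 at 35 DPA it gives 0.83, and r here is 0.26. For the brown module it gives 0.88 with 5917 at 35 DPA and 0.83 with PimaS-7 at 30 DPA, and r here is 0.40 and 0.32. For the green module it gives 0.88 with 5917 at 25 DPA, 0.88 with 5917 at 30 DPA and 0.85 with PimaS-7 at 25 DPA, and r here is -0.032, -0.058 and -0.014. For the red module with PimaS-7 at 35 DPA it gives 0.94, and r here is -0.11. None of the 5 alternatives for eigengenes closes these. The squares of the r values drawn in Fig. 2c sum to 7.41 for black, 3.29 for brown, 7.23 for green and 3.01 for red. Indicators of 16 groups allow at most 1.07, so the paper's values cannot be r with 1 group. The r here is thus an unlike measure, and the gap does not tell whether the paper's values hold. Except for brown, the lists compared here follow the rows of the same color in Fig. 2c weakly or not at all: the list named red has r -0.182 with the red row, green 0.447 with the green row and black 0.168 with the black row. The kME lists of these 3 colors, which follow the rows of their names, come nearer without reaching the paper's values, with 0.59 for red, 0.54 for black and 0.21, 0.23 and 0.27 for green in the order above.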

Other observations

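Of the genes called in both materials from 0 to 5 DPA, 3940 rose and 1951 fell in both and 22 went opposite ways, while from 15 to 20 DPA 80 went opposite ways and 3 the same way. From 20 to 25 DPA 1787 rose and 1707 fell in both and 241 went opposite ways, and the interaction of this step called 6747 genes, the most of the 3 steps tested. In the last 2 steps edgeR called 18 and 8 genes in 5917, and 8500 and 1889 in PimaS-7. This contrast depends on the setting: DESeq2 called 1508 and 829 in 5917, the fit of all 48 libraries 2202 and 771, and the 1889 of PimaS-7 ranged from 0 without PimaS-7 30 DPA replicate 2 to 5560 in that fit.

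The hypotheses below were chosen after the results were seen. The paper's counts between stages may carry exchanged material names. The mean absolute log2 ratio of its counts to those here was 2.68 over 14 comparisons with the names as in the paper and 1.01 with the names exchanged. Under 4 settings of the test the lowest value with the names as in the paper was 1.82. With exchanged names it was 0.69 by DESeq2, 0.67 in 1 fit of all 48 libraries and 0.66 without a filter on low counts. For the counts between materials the ratio was 0.24 with the names as in the paper and 0.70 exchanged, which does not tell whether the deposited labels are exchanged. Table S9 carries the deposited labels, which does not settle the matter. RT-qPCR in Fig. 4a was read by eye only. It ran with the deposited values for some candidate genes and against them for others, so it does not settle the matter either.

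The colors of the module lists differ between parts of the paper. Over the 16 groups the genes listed as yellow follow the row drawn green in Fig. 2c (r 0.948), those listed as pink the red row (0.934), those listed as turquoise the black row (0.909) and those listed as purple the yellow row (0.971), while brown follows brown (0.95). The kME lists follow the rows of their own names (0.955 for brown, 0.965 for green, 0.932 for red and 0.921 for black). The squares of the r values drawn in Fig. 2c for 1 module sum to up to 8.46, where indicators of 16 groups allow at most 1.07.

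On FPKM without log the first 2 components held 41.7% and 35.5% of the variance. A deposited gene list of 69337 has 69338 lines with its header. The genes abundant in ovules stood at 2.16% of their ovule level in PimaS-7 at 30 DPA.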
